# Respective Contributions of URT1 and HESO1 to the Uridylation of 5′ Fragments Produced From RISC-Cleaved mRNAs

**DOI:** 10.3389/fpls.2018.01438

**Published:** 2018-10-09

**Authors:** Hélène Zuber, Hélène Scheer, Anne-Caroline Joly, Dominique Gagliardi

**Keywords:** uridylation, TUTase, RISC, RNA silencing, Arabidopsis, RNA degradation, miRNA, Illumina

## Abstract

In plants, post-transcriptional gene silencing (PTGS) represses gene expression by translation inhibition and cleavage of target mRNAs. The slicing activity is provided by argonaute 1 (AGO1), and the cleavage site is determined by sequence complementarity between the target mRNA and the microRNA (miRNA) or short interfering RNA (siRNA) loaded onto AGO1, to form the core of the RNA induced silencing complex (RISC). Following cleavage, the resulting 5′ fragment is modified at its 3′ end by the untemplated addition of uridines. Uridylation is proposed to facilitate RISC recycling and the degradation of the RISC 5′-cleavage fragment. Here, we detail a 3′ RACE-seq method to analyze the 3′ ends of 5′ fragments produced from RISC-cleaved transcripts. The protocol is based on the ligation of a primer at the 3′ end of RNA, followed by cDNA synthesis and the subsequent targeted amplification by PCR to generate amplicon libraries suitable for Illumina sequencing. A detailed data processing pipeline is provided to analyze nibbling and tailing at high resolution. Using this method, we compared the tailing and nibbling patterns of RISC-cleaved *MYB33* and *SPL13* transcripts between wild-type plants and mutant plants depleted for the terminal uridylyltransferases (TUTases) HESO1 and URT1. Our data reveal the respective contributions of HESO and URT1 in the uridylation of RISC-cleaved *MYB33* and SPL13 transcripts, with HESO1 being the major TUTase involved in uridylating these fragments. Because of its depth, the 3′ RACE-seq method shows at high resolution that these RISC-generated 5′ RNA fragments are nibbled by a few nucleotides close to the cleavage site in the absence of uridylation. 3′ RACE-seq is a suitable approach for a reliable comparison of uridylation and nibbling patterns between mutants, a prerequisite to the identification of all factors involved in the clearance of RISC-generated 5′ mRNA fragments.

## Introduction

Small RNAs are key regulators of gene expression (Borges and Martienssen, 2015; Bartel, 2018). They are classified as two main types, microRNAs (miRNAs) and short interfering RNAs (siRNAs), because of key distinctions in their respective mode of biogenesis (Martínez de Alba et al., 2013; Borges and Martienssen, 2015). miRNAs are processed from primary transcripts that fold as a hairpin with an imperfectly paired stem. By contrast, siRNAs are generated from near-perfect double stranded RNAs (dsRNAs) or fully paired dsRNAs when the complementary strand is synthesized by a RNA-dependent RNA polymerase (RDR), which uses the sense strand as template. miRNAs and siRNAs are loaded onto members of the argonaute (AGO) protein family to form the core of RNA induced silencing complexes (RISCs) (Vaucheret, 2008; Zhang et al., 2015). RISCs are then guided to their targets by sequence complementarity with the loaded small RNA. In plants, the base pairing of miRNAs with their targets is rather extensive, and mRNAs regulated by RISCs are repressed by AGO1-mediated cleavage, but also by translation repression (Chen, 2004; Brodersen et al., 2008; Yang et al., 2012; Li et al., 2013; Iwakawa and Tomari, 2015; Reis et al., 2015; Arribas-Hernández et al., 2016). Cleavage of mRNAs by RISC produces a 5′ fragment and a 3′ fragment. As detailed below, both the 5′-3′ and 3′-5′ RNA degradation pathways contribute to the elimination of these fragments.

In Arabidopsis, the cytosolic 5′-3′ exoribonuclease XRN4 participates in the degradation of RISC 3′-cleavage fragments, as indicated by their accumulation in *xrn4* mutants (Souret et al., 2004). XRN4 was also proposed to be involved in the degradation of RISC 5′-cleavage fragments because the 5′ fragment resulting from the cleavage of *MYB domain protein 33* (*MYB33*) mRNA by miR159-loaded RISC accumulates in a *xrn4* mutant (Ren et al., 2014). RISC 5′-cleavage fragments are also definitely degraded by the 3′-5′ RNA degradation pathway because they accumulate in *ski2, ski3*, and *ski8* mutants (Branscheid et al., 2015). Together, SKI2-3-8 form the Ski complex, which is the major activator of the RNA exosome in the cytosol. Therefore, the involvement of the RNA exosome in the degradation of RISC 5′-cleavage fragments is likely in Arabidopsis, although it remains to be demonstrated using appropriate mutants. This implication of the RNA exosome would be consistent with previous findings in other organisms, such as *Drosophila melanogaster* (Orban and Izaurralde, 2005). In addition, two ribonucleases were recently described in Arabidopsis as taking part in the metabolism of RISC 5′-cleavage fragments: RISC-interacting clearing 3′-5′ exoribonucleases 1 and 2 (RICE-1 and -2) (Zhang et al., 2017). RICEs are homohexamers with a DnaQ-like exonuclease fold, and they interact with AGO1 and AGO10 (Zhang et al., 2017). RICEs are proposed to initiate the destabilization of RISC 5′-cleavage fragments thereby facilitating RISC dissociation. This would grant access of the 3′ extremity of RISC 5′-cleavage fragments to the RNA exosome and importantly, recycle RISC, which is essential to maintain functional RISC and miRNA abundance (Zhang et al., 2017). The access of the 3′ extremity of RISC 5′-cleavage fragments to the RNA exosome may also be facilitated by components of the non-stop decay (NSD) pathway when the RISC 5′-cleavage fragment is engaged in polysomes (Szádeczky-Kardoss et al., 2018). The prime function of NSD is to eliminate mRNAs lacking stop codons. Recently, orthologs of Pelota and Hbs1, two core components of NSD, were shown to participate in the elimination of RISC 5′-cleavage fragments in *Nicotiana benthamiana* and *A. thaliana*, provided that the cleavage site is within the coding region (Szádeczky-Kardoss et al., 2018). Likely, the NSD machinery promotes the dissociation of ribosomes stalled at the extremity of a RISC 5′-cleavage fragment to promote access to the RNA exosome (Szádeczky-Kardoss et al., 2018).

Besides exoribonucleases and RNA helicases, terminal uridylyltransferases (TUTases) constitute another type of enzymatic activities involved in the clearance of RISC 5′-cleavage fragments. Indeed a striking molecular event in this process is the untemplated addition of uridines at the 3′ extremity of RISC 5′-cleavage fragments (Shen and Goodman, 2004; Ren et al., 2014; Zhang et al., 2017). The uridylation of several of such fragments was originally reported in both Arabidopsis and mice (Shen and Goodman, 2004). Since then, uridylation has emerged as a conserved post-transcriptional process that shapes the coding and non-coding transcriptomes in eukaryotes (Munoz-Tello et al., 2015; Scheer et al., 2016; De Almeida et al., 2018). In Arabidopsis, two TUTases have been characterized: HEN1 SUPPRESSOR 1 (HESO1) and URIDYLYLTRANSFERASE 1 (URT1) (Kwak and Wickens, 2007; Ren et al., 2012; Zhao et al., 2012; Sement et al., 2013). Both HESO1 and URT1 contain the core catalytic domain (CCD) that defines proteins belonging to the terminal nucleotidyltransferase family. In addition, URT1 contains a large intrinsically disordered region (IDR) in its N-terminal region, while a shorter IDR is present in the C-terminal region of HESO1 (De Almeida et al., 2018). Those IDRs may mediate the recognition of protein partners by URT1 and HESO1, or be a key to their localization in P-bodies and/or stress granules (Sement et al., 2013; Ren et al., 2014; Wang et al., 2015). HESO1 was identified as the main TUTase uridylating miRNAs and siRNAs to trigger their degradation (Ren et al., 2012; Zhao et al., 2012). In addition, HESO1 was shown to uridylate three RISC 5′-cleavage fragments (Ren et al., 2014). Those fragments are generated from *MYB33, Auxin Response Factor 10* (*ARF10*), and *Lost Meristems 1* (*LOM1*) mRNAs, which are targets of miR159, miR160, and miR171, respectively. A residual uridylation of these RISC 5′-cleavage fragments is observed in *heso1* mutants (Ren et al., 2014) and, this secondary activity may be due to URT1, although experimental evidence supporting this hypothesis is lacking to date. URT1 is the main TUTase uridylating mRNAs in Arabidopsis, because mRNA uridylation is decreased by 70–80% in *urt1-1* mutants (Sement et al., 2013; Zuber et al., 2016). URT1 can also uridylate miRNAs, mostly when HESO1, the primary TUTase involved in small RNA uridylation, and HUA ENHANCER 1 (HEN1), a methyltransferase that methylate small RNA duplexes, are absent (Yu et al., 2005; Yang et al., 2006; Ren et al., 2012; Zhao et al., 2012; Tu et al., 2015; Wang et al., 2015). miRNAs are therefore the first documented example of shared RNA substrates between HESO1 and URT1 (Tu et al., 2015; Wang et al., 2015). Yet, both overlapping and distinctive roles in miRNA uridylation were attributed to each TUTase (Tu et al., 2015; Wang et al., 2015). mRNAs and RISC-cleaved transcripts could constitute other cases of shared RNA substrates between HESO1 and URT1. These possibilities remain to be experimentally addressed.

To date, the characterization of uridylated RISC 5′-cleavage fragments has relied on the use of 3′ RACE PCR followed by cloning and subsequent analysis based on Sanger sequencing. Although this experimental strategy has proven useful, it has some inherent limitations. The first one is that this method is low-throughput. It is time-consuming and the depth is usually quite limited, with often less than 20–30 clones analyzed per genotype. The second major drawback is the lack of discrimination between amplicons and independent molecules. This turns out to be a real issue when analyzing low complexity samples by PCR amplification, with the majority (up to 90% as determined here during the analysis of RISC 5′-cleavage fragments) of the final PCR products that correspond to very few independent templates. Taken together, these limitations hinder the qualitative and quantitative analysis of the uridylation of RISC-cleaved transcripts. Such an analysis is crucial to reliably compare uridylation between wild-type (WT) and mutant genetic backgrounds, and this comparison is required to identify all factors involved in the metabolism of 5′ RNA fragments produced by RISC cleavage.

Here we detail a 3′ RACE-seq method that has been optimized for analyzing the uridylation of 5′ fragments from RISC-cleaved transcripts. Those molecules are usually low abundant within the complex mixture of all cellular RNAs, and they exhibit a rather poor diversity, with a few untemplated nucleotides usually added at a precise RISC-mediated cleavage site. We illustrate the use of 3′ RACE-seq to analyze the tailing and trimming patterns of *MYB33* and *SPL13* RISC 5′-cleavage fragments by comparing WT plants and mutants lacking HESO1 and URT1. This analysis revealed the respective contributions of both TUTases, and that the absence of uridylation results in the accumulation of 5′-cleavage fragments nibbled by a few nucleotides close to the site cleaved by RISC.

## Materials and Methods

### Gene IDs and Primers

The Arabidopsis Genome Initiative (AGI) locus identifiers for the genes studied in this study are: AT2G39740 (*HESO1*), AT2G45620 (*URT1*), AT5G06100 (*MYB33*), and AT5G50570 (*SPL13A*). Please note that AT5G50570 (*SPL13A*) and AT5G50670 (*SPL13B*) have identical coding sequences and therefore cannot be discriminated in this study. For simplicity, the name *SPL13* is used thereafter. The sequence of all primers used in this study is shown in **Supplementary Table S1**.

### Plant Material

The plant material used for analyzing RISC 5′-cleavage fragments by 3′ RACE-seq corresponds to Arabidopsis plantlets of Col-0 accession grown for 24 days *in vitro* on Murashige and Skoog media with 0.8% agar and 12 h light (22°C)/12 h darkness cycles (18°C). For other analyses, flowers were harvested from Arabidopsis of Col-0 accession and grown on soil with 16 h light/8 h darkness cycles. *urt1-1* (Salk_087647C) and *heso1-1* (GK-367H02-017041) T-DNA mutant lines have been previously described (Zhao et al., 2012; Sement et al., 2013). Double mutants were obtained by down regulating *URT1* by co-suppression in *heso1-1*. For this purpose, *heso1-1* plants were transformed with a construct expressing an inactive version of URT1 fused to YFP, which was fortuitously found to efficiently trigger co-suppression of the endogenous *URT1* gene. The sequence encoding the inactive version of URT1 (URT1^D491/3A^) (Sement et al., 2013) was cloned in the pEarleyGate 104 Gateway plasmid under the control of the cauliflower mosaic virus (CaMV) 35S promoter. Analyses were performed on two biological replicates of three independent *heso1-1 urt1*^SIL^ lines. As a control, we also analyzed two biological replicates of a *urt1*^SIL^ line obtained by co-suppressing *URT1* with a *YFP-URT1* sequence cloned in the pEarleyGate 104 Gateway plasmid.

### Protein Extraction and Western Blot Analysis

Proteins were extracted from flowers of WT, *urt1-1, urt1*^SIL^ and three independent *heso1-1 urt1*^SIL^ lines under denaturing conditions. Proteins were resolved on a 8% SDS-PAGE gel and transferred to an Immobilon-P membrane. Immunoblots were incubated with anti-URT1 antibodies raised in rabbits against the full-length recombinant URT1. Following incubation with horseradish peroxidase-coupled secondary antibodies and Lumi-Light Western Blotting Substrate (Roche), signals were recorded using the Fusion-FX system (Vilber Lourmat).

### RNA Extraction and Northern Blot Analysis

Total RNA was extracted from 24-day-old plantlets and flowers for 3′ RACE-seq and northern blot analyses, respectively, with TRI Reagent^®^ (Molecular Research Center) according to manufacturer’s instructions. RNA was further purified by acid phenol: chloroform: isoamyl alcohol extraction followed by ethanol precipitation. For northern blot analysis of *MYB33* RISC 5′-cleavage fragments, 30 μg total RNAs from WT, *urt1-1* and *heso1-1* mutants were separated on a denaturing formaldehyde 1.5% (w/v) agarose gel and transferred onto a nylon membrane (Hybond™-N+, GE Healthcare Life Sciences™). Following UV-cross-link at 120 mJ/cm^2^ for two times 30 s and incubation for 30 min in PerfectHyb Plus Hybridization buffer (Sigma), the membrane was hybridized overnight at 65°C with a probe that detects the 5′ fragment of *MYB33* RISC-cleaved transcripts. The probe was prepared by PCR amplifying a 219 bp sequence upstream of the RISC cleavage site (**Supplementary Table S1**) and by random primed labeling the PCR product using [α-^32^P]-dCTP and DecaLabel DNA labeling kit (Thermo Scientific). For northern blot analysis of miR159, 10 μg total RNA from WT, *urt1-1*, and *heso1-1* mutants were separated on 17.5% polyacrylamide/7 M urea gels and transferred onto nylon membranes (Hybond™-NX, GE Healthcare Life Sciences™). Following UV-cross-link at 120 mJ/cm^2^ for two times 30 s and incubation for 30 min in PerfectHyb Plus Hybridization buffer (Sigma), membranes were hybridized overnight at 50°C with a 5′ [^32^P]-labeled oligonucleotide to detect miR159 (**Supplementary Table S1**). The probe was labeled using [γ-^32^P] ATP and T4 PNK (NEB) according to manufacturer’s instruction. Radioactive signals were detected by autoradiography and quantified using a Typhoon scanner (GE Healthcare Life Sciences) and Image Gauge software. Plant material used for biological replicates 1 and 2 were common for both northern analyses.

### 3′ RACE-Seq Protocol

A 3′ RACE-seq protocol was adapted for analyzing RISC 5′-cleavage fragments. Total RNA was extracted from 24-day-old seedlings using TRI Reagent^®^ as described above. Twenty pmoles of a 5′-riboadenylated DNA oligonucleotide (3′-Adap, **Figure 1** and **Supplementary Table S1**) were ligated to 10 μg of total RNA using 20 U of T4 ssRNA Ligase 1 (NEB) in a final volume of 100 μl for 1 h at 37°C and 1X T4 of RNA Ligase Reaction Buffer (NEB, 50 mM Tris–HCl, 10 mM MgCl2, 1 mM DTT, pH 7.5). The ligation products were purified from reagents and non-ligated adapter molecules with Nucleospin^®^ RNA Clean-up columns (Macherey Nagel). RNA was then precipitated with ethanol, solubilized in water and quantified. cDNA synthesis was performed in two 20 μl-reactions for each sample. Each 20 μl-reaction contained 2 μg of purified ligated RNA, 50 pmol of the 3′-RT oligonucleotide (**Supplementary Table S1**), 10 nmol of dNTP, 0.1 μmol of DTT, 40 U of RNaseOUT (Invitrogen™), 200 U of SuperScript IV reverse transcriptase (Invitrogen™) and 1X of SuperScript IV RT buffer (Invitrogen™). Reactions were incubated at 50°C for 10 min, and then at 80°C for 10 min to inactivate the reverse transcriptase. The two 20 μl-reactions for each sample were pooled, the cDNAs were extracted with phenol–chloroform, precipitated with ethanol and dissolved in 8 μl Milli-Q water. Two nested PCR amplification rounds of 20 and 25 cycles, respectively, were then performed. PCR1 was run using cDNA synthesized from 1 μg of total RNA, i.e., 2 μl of concentrated cDNA, 10 pmol of *MYB33* or *SPL13* gene-specific sense primer 1, 10 pmol of RACEseq_rev1 primer (**Supplementary Table S1**), 10 nmol of dNTP, 1 U of GoTaq^®^ DNA Polymerase (Promega) and 1X of Green GoTaq^®^ Reaction Buffer (Promega) in a 20 μl final volume. The conditions for PCR1 were as follows: a step at 94°C for 30 s; 20 cycles at 94°C for 20 s, 50°C for 20 s and 72°C for 30 s; a final step at 72°C for 30 s. PCR2 was performed using 1 μl of PCR1 product, 10 pmol of *MYB33* or *SPL13* gene-specific sense primer 2, 10 pmol of a TruSeq RNA PCR index (RPI, **Supplementary Table S1**) 10 nmol of dNTP, 1 U of GoTaq^®^ DNA Polymerase (Promega) and 1X of Green GoTaq^®^ Reaction Buffer (Promega) in a 20 μl final volume. The conditions for PCR2 were as follows: a step at 94°C for 1 min; 25 cycles at 94°C for 30 s, 56°C for 20 s and 72°C for 30 s; a final step at 72°C for 30 s. For each sample, three to four 20 μl-reactions were run and pooled. All PCR2 products were purified using 1 volume of AMPure XP beads (Agencourt). Library concentrations were determined using a Qubit fluorometer (Invitrogen™). Libraries were analyzed on a 2100 Bioanalyzer system (Agilent) to assess quality and estimate size distribution. Library were paired-end sequenced with MiSeq (v3 chemistry) with 41 × 111 bp cycle settings. The respective numbers of sequencing cycles for read 1 and read 2 can be adjusted according to other samples that are co-analyzed. Read 1 is used to identify target transcript whereas read 2 is used to map 3′ extremities and analyze 3′ potential untemplated nucleotides. To compensate for the poor diversity of the amplicon libraries, 25–33% of phiX control library (Illumina) were included. Two rounds of RACE-seq experiments were performed. For the first round, four independent biological replicates were analyzed for WT and *heso1-1* genotypes. For the second round, two independent biological replicates were analyzed for WT, *urt1-1, heso1-1, urt1*^SIL^ line, and each of the three *heso1-1 urt1*^SIL^ lines (i.e., six *heso1-1 urt1*^SIL^ samples). Plant material used for biological replicates 1 and 2 was common for both rounds.

**FIGURE 1:**
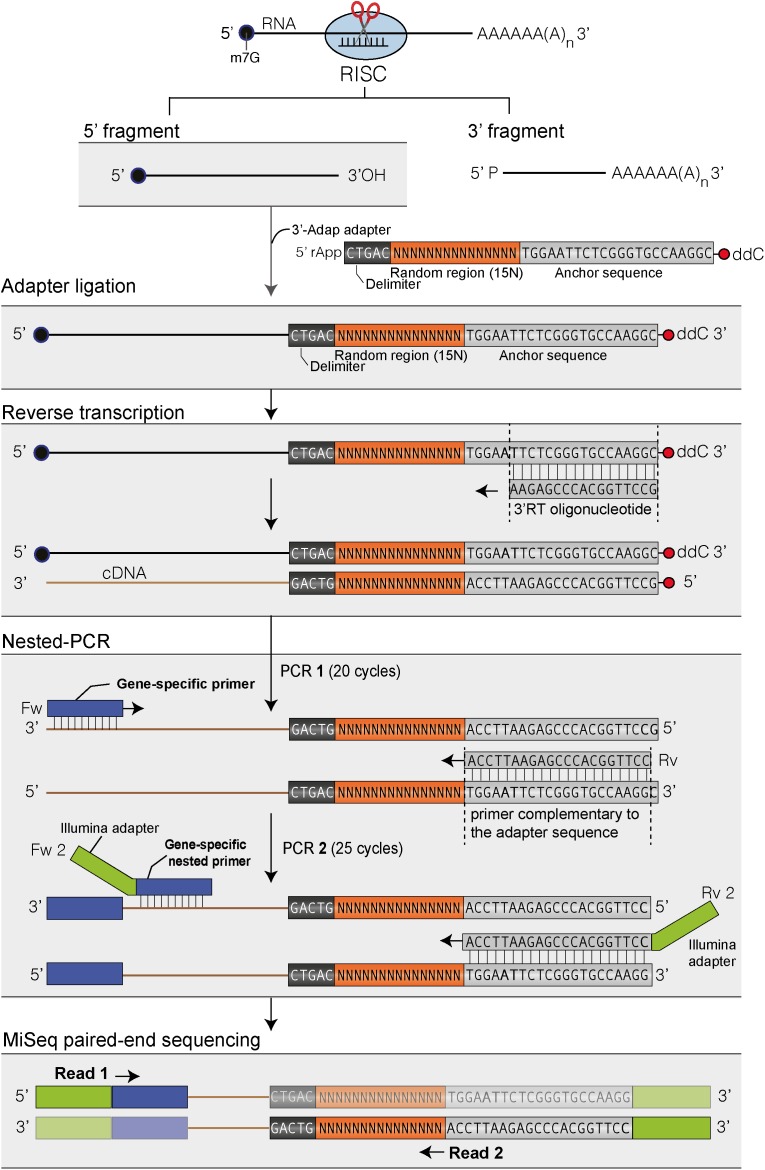
Flowchart of the main steps to map the 3′ ends of RISC 5′-cleavage fragments by 3′ RACE-seq. Features of the 3′ adapter and the principle of the main steps are indicated. The experimental workflow begins by ligating the 3′ adapter to the RISC 5′-cleavage fragment. Please note that any RNA molecule with a 3′ hydroxyl end in the total RNA sample is ligated to the 3′ adapter. The target of interest is specifically amplified during PCR-1 and -2 due to the gene-specific sequences of the forward primers. The protocol is detailed in Methods and the scripts used to analyze data are given in **Supplementary Data Sheets S1, S2**.

### Bioinformatic Analysis of 3′ RACE-Seq Data

Sequencing run quality fit Illumina specification with more than 90% bases higher than Q30. After initial data processing by the MiSeq Control Software v 2.5 (Illumina), base calls were retrieved and further analyzed by a suite of homemade scripts (**Supplementary Data Sheets S1, S2**) using python (v2.7), biopython (v1.63), and regex (v2.4) libraries. Data processing pipeline was adapted from Sikorska et al. (2017). Reads with low quality bases (= < Q10) within the 15-base random sequence of the read 2 or within the 20 bases downstream the delimiter sequence, were filtered out. Sequences with identical nucleotides in 15-base random sequence were deduplicated. Next, the sequences AAGAATTCTCGTCGCCTGAA and GCCAGAGCTATGTTGTTGGT were searched into reads 1 to identify *MYB33* and *SPL13* corresponding reads, respectively. One mismatch was tolerated. Matched reads 1 and their corresponding reads 2 were extracted and annotated. Reads 2 that contain the delimiter sequence were selected and subsequently trimmed from their random and delimiter sequences. In order to map 3′ extremities of target 5′ RISC generated fragments, the 20 nucleotide sequences downstream the read 2 delimiter sequence were mapped to the corresponding reference sequence, which goes from the first nucleotide of the transcript that maps the forward PCR primer MYB33_RISC_fw2 or SPL13_RISC_fw2 to the last nucleotide of the miRNA binding site. To map the 3′ end position of reads 2 with untemplated tails, the sequences of the unmatched reads 2 were successively trimmed from their 3′ end, with a 1 nt trimming step, until successfully mapped to the reference sequence or until a maximum of 30 nt has been removed. For each successfully mapped read 2, untemplated nucleotides at the 3′ end were extracted and analyzed for their size and composition. 3′ modifications longer than 1 were considered only if composed of at least of 50 % of the same base (i.e., 50% U, 50% A, 50% C, or 50% G). As explained in the Results section and as illustrated in **Figures 2, 7** for *MYB33* and *SPL13*, respectively, the sites cleaved by RISC were defined by using PARE-seq datasets to map the 5′ most nucleotide of the 3′ fragment. A single cleavage site was determined for *MYB33*, i.e., between nucleotides at position 0 and position +1, in contrast to two cleavage sites for *SPL13*, i.e., a major site between 0 and +1 and a minor site between +1 and +2. Because position +1 in *SPL13* is a uridine, we could not determine whether this U is encoded or added post-transcriptionally and SPL13 graphs were generated by considering only U-tails > 2. Finally, a supplemental deduplication was performed to increase stringency: sequences with 13 or more identical nucleotides in the 15-base random sequence were deduplicated. Plotting and quantitative data analysis was performed with R software (v3.3.1) and ggplot2 R (v2.2.1). Percentages of uridylated fragments were plotted for reads with 3′ extremities that map at the cleavage site, with U-tails being defined as tail composed of more than 50% U. Data obtained from the two rounds of RACE-seq experiments, referred to as dataset #1 and dataset #2, have been deposited to the NCBI Gene Expression Omnibus (GEO) database with the accession code GSE115470.

**FIGURE 2:**
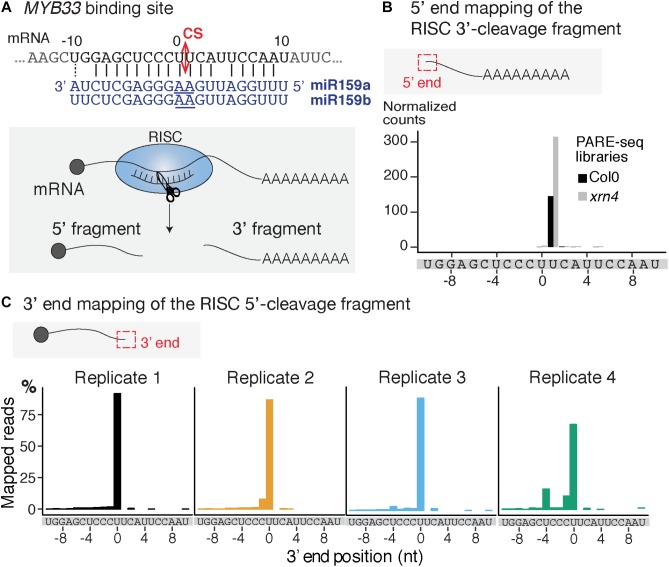
Mapping of the 3′ extremity of *MYB33* RISC 5′-cleavage fragments. **(A)** Schematic representation of the cleavage of *MYB33* mRNA by AGO1 loaded with miR159. The cleavage site (CS) is predicted between the positions 0 and +1, and is defined by the 10th and 11th nucleotides (underlined) of miR159. **(B)** 5′ end mapping using PARE-seq data (German et al., 2008) of RISC 3′-cleavage fragments in WT and *xrn4*. **(C)** 3′ end mapping by 3′ RACE-seq of RISC 5′-cleavage fragments in WT within the –10/ + 10 window corresponding to the *MYB33* sequence recognized by miR159. For 3′ RACE-seq, most reads map to a single position in each of the four WT biological replicates.

## Results and Discussion

### Workflow for Mapping 3′ Ends of RISC 5′-Cleavage Fragments by 3′ RACE-Seq

The principle of 3′ RACE-seq to analyze the 3′ ends of RISC 5′-cleavage fragments is shown in **Figure 1**. Briefly, a 5′ pre-riboadenylated oligodeoxynucleotide adapter is ligated to the 3′ hydroxyl end of RNA molecules using T4 RNA ligase 1 and total RNA. The sequence of the 3′ adapter is identical to the one previously described for the TAIL-seq procedure (Chang et al., 2014). However, unlike for TAIL-seq, the 3′ adapter does not need to be biotinylated. The sequence features of the adapter are detailed in **Figure 1**. Five nucleotides at the 5′ end of the adapter form a delimiter sequence. All reads that do not contain this delimiter sequence are discarded during the analysis. This ensures that we accurately map the 3′ extremity of a transcript that has been ligated to the 3′ adapter. Untemplated nucleotides are defined as any nucleotides present between the genome-encoded sequence and the delimiter. The delimiter is followed by a random sequence of 15 bases. This random sequence is essential to remove PCR duplicates during the bioinformatic analysis. This deduplication step is crucial when using 3′ RACE-seq to analyze low abundant RNA species with limited complexity, which is typically the case for RISC 5′-cleavage fragments. To further prevent amplicon biases due to the misincorporation of nucleotides in the random sequence during PCR amplification or due to sequencing errors of the random sequence, we enhance the stringency of the deduplication step by not tolerating up to two mismatches within the 15-base random sequence of deduplicated sequences.

The 3′ adapter then contains 22 additional bases, which provide an anchor sequence for cDNA synthesis and subsequent PCR amplification. Importantly, the primer used for cDNA synthesis is complementary to the sequence of the 3′ adapter but stops five bases downstream of the random sequence (**Figure 1**). By using a reverse primer for PCR amplification that extends up to the random sequence, we eliminate the vast majority of cDNAs that are due to priming artifacts and specifically analyze transcripts that have the 3′ adapter ligated at their 3′ ends. This trick greatly enhanced the quality and depth of our libraries. Finally, the 3′ adapter is terminated by a dideoxy-C to prevent self-ligation (**Figure 1**).

cDNAs are then subjected to two successive rounds of PCR amplification. For the first round, the forward primer is a gene-specific primer matching the sequence of a selected mRNA and located ideally about 200–400 nucleotides upstream of the predicted RISC-mediated cleavage site. The reverse primer matches the sequence of the 3′ adapter up to the random sequence (**Figure 1**). As mentioned above, this prevents the amplification of most cDNA priming artifacts. The second round of PCR is performed with a nested forward primer and a bar-coded reverse primer complementary to the anchor sequence (**Figure 1**). Typically, thirty different barcodes can be used to simultaneously analyze different genotypes or replicates. Both forward and reverse primers contain 5′ extensions corresponding to the Illumina sequences that are used for flow cell hybridization and sequencing. The number of PCR cycles must be kept as low as possible for both PCRs and ideally should not exceed 20–25 per PCR. Amplicon libraries are purified using AMPure XP beads, quantified with an Invitrogen Qubit fluorometer and their size distribution is determined with a 2100 Bioanalyzer system (Agilent). Amplicon libraries are then sequenced using MiSeq paired-end sequencing for an average yield per run of 38 million of reads: 19 millions of read 1 and 19 millions of read 2.

### Mapping of the RISC-Cleavage Site in *MYB33* mRNAs by 3′ RACE-Seq

We selected the *MYB33* mRNAs targeted by miR159 as a model substrate to set up the mapping of the 3′ ends of RISC 5′-cleavage fragments by 3′ RACE-seq. *MYB33* has been chosen in several studies to investigate uridylation of RISC 5′-cleavage fragments for two main reasons (Shen and Goodman, 2004; Ren et al., 2014; Zhang et al., 2017). First, *MYB33* RISC 5′-cleavage fragments are detectable by northern blot analysis, and therefore their accumulation can be compared between WT plants and relevant mutants. Second, a high proportion of *MYB33* RISC 5′-cleavage fragments is uridylated in WT plants. This proportion was in fact high enough to allow detection of uridylated *MYB33* RISC 5′-cleavage fragments by sequencing of a limited number of clones (Shen and Goodman, 2004; Ren et al., 2014; Zhang et al., 2017). The high level of uridylation in WT plants is useful to monitor decrease of uridylation in mutants to identify factors that are involved in the metabolism of this RISC 5′-cleavage fragment. However, there is one drawback in choosing *MYB33* to study uridylation: the predicted cleavage site, which is specified by the tenth and eleventh nucleotides of miR159, is situated between two uridines (**Figure 2A**). This can lead to uncertainties as to whether some 3′ terminal uridines are genome-encoded or added post-transcriptionally by TUTases. To solve this issue, we took advantage of previous data generated using parallel analysis of RNA ends (PARE)-seq. PARE-seq is one of the sequencing methods designed to map 5′ hydroxylated end of RNAs and used to map small RNA cleavage sites (German et al., 2008). PARE-seq unambiguously identifies the position defined here as +1 as the 5′ nucleotide of the RISC-generated 3′ fragment of *MYB33* (**Figure 2B**). Therefore, cleavage of *MYB33* by miR159-loaded AGO1 does occur at the canonical site, which we defined here between positions 0 and +1 (**Figure 2A**). This was further experimentally validated in the present study because *MYB33* RISC 5′-cleavage fragments ending at position 0 accumulate in a genetic background abolishing uridylation (detailed later in **Figure 6B**).

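In the 6 libraries of the *heso1-1 urt1 SIL* lines, which lack HESO1 and in which URT1 is silenced, *MYB33* 5′-cleavage fragments (AT5G06100) ending at position 0 made up 36.0% ± 8.41 (SD, n = 6) of the molecules that ended between positions -10 and +10. Of these fragments, 96.0% ± 3.63 (n = 6) carried no untemplated nucleotide, and 0.705% ± 0.268 carried a single U. Because position +1 is a U and the authors counted it as untemplated, a fragment that ended at +1 would be among those with a single U. The encoded RNA sequence is UGGAGCUCCCU from position -10 to 0 and UCAUUCCAAU from +1 to +10, as given by the reference amplicon of the authors' script. Molecules ending beyond position 0 made up 0.143% of this window.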

To study *MYB33* RISC 5′-cleavage fragments by 3′ RACE-seq, we first analyzed the aerial part of 24-day-old plants grown *in vitro* corresponding to four biological replicates for WT and four biological replicates for the *heso1-1* mutant. 

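3′ RACE-seq ligates an adapter to the 3′ ends of total RNA and amplifies the fragments of 1 transcript with gene-specific primers, here in nested PCRs of 20 and 25 cycles. The first round of sequencing held 8 libraries, each from a separate biological replicate. Each molecule carries a random sequence of 15 nt from the adapter, and the authors counted reads with the same random sequence once, and later also those that differed at up to 2 positions. They mapped each read after trimming it by up to 30 nt, and took what lay between the encoded sequence and the adapter as untemplated. The text gives 20 nt as the length mapped, whereas the authors' script maps 15 nt, allows 2 mismatches and requires the last 5 nt to match. The deposited values are 1 end position, 1 tail and 1 random sequence per molecule, and no normalization was applied to them.
For *MYB33* (AT5G06100), WT libraries held from 3814 to 15377 molecules (median 5249), and *heso1-1* libraries, which carry a T-DNA insertion in HESO1 (AT2G39740), held from 4025 to 12249 (median 8911). At position 0 there were 2851 to 9778 molecules per WT library and 296 to 4766 per *heso1-1* library. Uridylation was computed as the percentage of molecules ending at position 0 whose tail is over 50% U, and nibbling as the percentage of molecules ending between -10 and 0 that end between -10 and -1. Each library gave 1 value, and the values of 4 WT and 4 *heso1-1* libraries were compared by a two-sided exact permutation test, for which the smallest p is 0.0286. Values of p were adjusted by the Benjamini-Hochberg method over the 10 tests in both rounds that could give a p under 0.05. Shares of single libraries are given with Wilson 95% intervals, which cover counting error only. They take each counted molecule as independent, and are too narrow if 1 molecule was counted under several random sequences. In *MYB33*, positions 0 and +1 are both U, so a fragment ending at -1 with 1 added U cannot be told from an untailed fragment ending at 0. With a longer U-tail it reads as an end at 0 with a tail shorter by 1 nt, which lowers the nibbling counted.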

We obtained a total of 29,689 reads for WT and 34,096 reads for *heso1-1* (**Supplementary Table S2** and **Supplementary Data Sheet S1**). The WT data were first used to monitor the distribution of 3′ extremities mapped in the sequence to which miR159 binds. The majority of reads (up to 85%) mapped at position 0 (**Figure 2C**). Therefore, we conclude that the 3′ extremities of RISC-cleaved *MYB33* are accurately mapped by 3′ RACE-seq.

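In each of the 4 WT libraries, more *MYB33* molecules ended at position 0 than at all the other positions from -10 to +10 together. The share at position 0 was 83.5% ± 11.3 (SD, n = 4). It was highest in replicate 1 (91.6%, Wilson 95% interval 90.7 to 92.5%) and lowest in replicate 4 (66.8%, 65.4 to 68.2%). Counted among the molecules ending between -10 and 0, position -1 held 5.51% ± 4.58 and position -4 held 5.26% ± 7.31, a value carried by replicate 4 (1.65% without it). Ends beyond position 0 made up 0.841% of the wider window. A further 16.3% ± 13.5 of all mapped molecules ended upstream of -10 and were not counted in these shares. From the excess at the predicted cleavage site (Fig. 2C), the paper concludes that the assay maps the 3′ ends of the cleaved mRNA accurately.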

### Respective Contributions of HESO1 and URT1 in the Uridylation of *MYB33* 5′-Cleavage Fragments

To analyze untemplated nucleotides added after RISC-mediated cleavage of *MYB33* mRNAs, the nucleotide extensions for reads that map to position 0 were analyzed first for the WT samples. 

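Most *MYB33* molecules that ended at the cleavage site in WT carried a tail. The tailed share at position 0 was 90.3% ± 5.54 (SD, n = 4), and it was highest in replicate 3 (98.2%, Wilson 95% interval 97.8 to 98.6%). Tails with over 50% U made up 88.4% ± 7.81 of all tails. In the authors' tail classes, which count a tail with at least 50% U as U-rich, 86.5% ± 9.86 of the molecules were U-rich, 3.60% ± 6.70 A-rich, 0.193% ± 0.229 C-rich and 0.0306% ± 0.0254 G-rich. The 5 commonest tails by mean share of position-0 molecules were UUUU (14.0% ± 17.2), UU (13.3% ± 11.1), UUUUU (12.9% ± 8.01), U (8.74% ± 7.81) and UUU (6.47% ± 7.63). The SD was above or close to the mean for most of them because libraries held different tails in large shares: UUUU ranged from 0.281 to 39.2% between the 4 libraries.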

Up to 98 % of *MYB33* RISC 5′-cleavage fragments in WT are tailed by nucleotide extensions, which are predominantly composed of uridines (**Supplementary Table S3**). This result is in agreement with previous observations (Shen and Goodman, 2004; Ren et al., 2014; Zhang et al., 2017). 

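Long U-tails, those of more than 2 nt, made up 72.6% ± 10.1 (SD, n = 4) of the *MYB33* U-tails at position 0 in WT, with a range from 64.0 to 85.6% between libraries. Tails of 1 nt made up 11.6% ± 10.8 and tails of 2 nt 15.8% ± 12.7 of the U-tails. The mean length of a U-tail was 4.21 nt ± 0.329. Single lengths were almost missing from some libraries, and the length concerned differed between them. In replicate 1, for instance, 9 molecules carried exactly 3 U, against 256 with 2 U and 250 with 4 U, whereas in replicate 2 the tail of 2 U was the rare one (26 molecules).

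**Figure D1:**
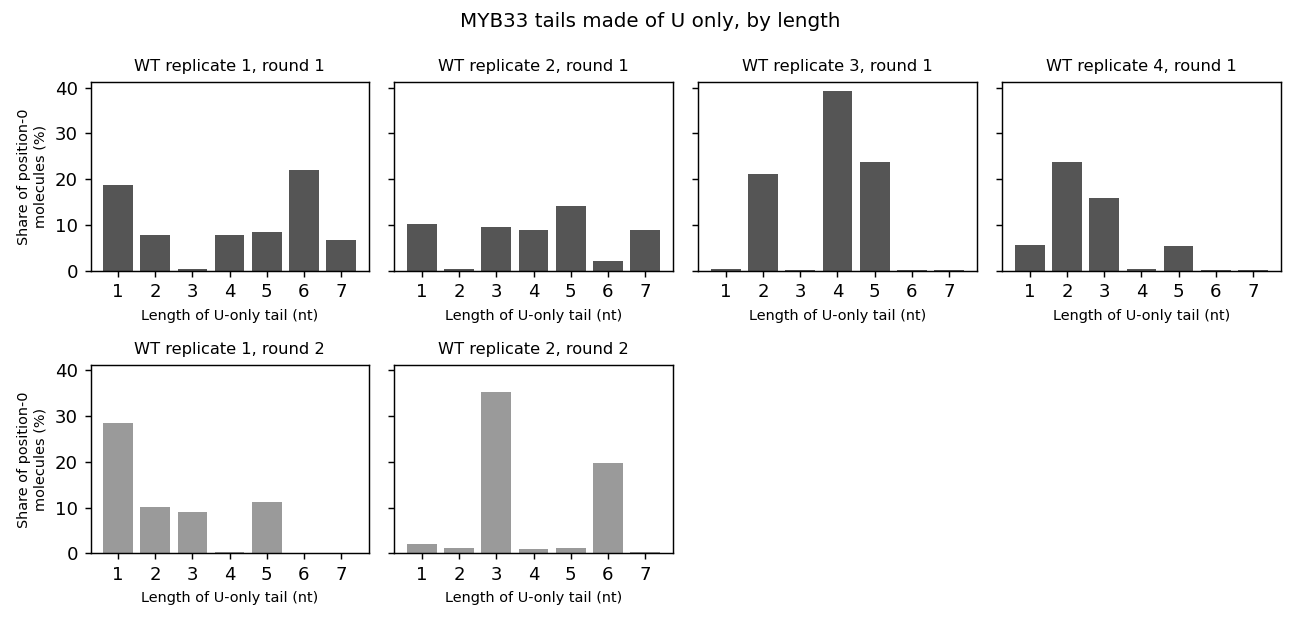
Length of U-only tails (x axis, nt) against their share of the *MYB33* molecules ending at position 0 (y axis, %) in the 6 WT libraries of both rounds of sequencing, with 1 panel per library. The rare length is 3 nt in replicate 1 of round 1 and 2 nt in replicate 2 of round 1.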

Most U-rich tails were longer than 2 Us in the four WT biological replicates (**Figure 3A** and **Supplementary Table S3**). We then compared the impact of HESO1 on the uridylation *MYB33* RISC 5′-cleavage fragments. A major decrease in uridylation was observed in *heso1-1* as compared with WT samples (**Figure 3B**). This observation confirmed that HESO1 is the main TUTase uridylating *MYB33* 5′-cleavage fragments, as shown here using four independent biological replicates in the Col-0 genetic background. In addition, and as previously observed (Ren et al., 2014), the size of U-tails detected in *heso1-1* was reduced as compared to WT, with mainly short U-tails (<2 Us) detected in *heso1-1* (**Figure 3**).

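Uridylation of *MYB33* fragments at position 0 was 79.7% ± 7.26 (SD, n = 4) in WT and 16.7% ± 12.2 (n = 4) in *heso1-1*. It fell by 63.0 percentage points, or 4.77-fold, and all 4 *heso1-1* libraries were below all 4 WT libraries (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0347). WT libraries lay between 73.1 and 87.2%, and *heso1-1* libraries between 8.28 and 34.6%, so the difference was several times the spread in either genotype. The fold depends on replicate 2 of *heso1-1*, without which the *heso1-1* mean is 10.8% and the fold 7.40. Replicate 3 of *heso1-1* rests on only 296 molecules (14.5%, Wilson 95% interval 11.0 to 19.0%). From this decrease in 4 replicates, the paper concludes that HESO1 is the main TUTase for these fragments.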

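In *heso1-1*, long U-tails made up 32.2% ± 25.7 (SD, n = 4) of the *MYB33* U-tails at position 0, 40.3 percentage points less than the WT mean. The difference did not pass the test (two-sided exact permutation test, p = 0.0857, unchanged by adjustment), because 3 of the 4 *heso1-1* libraries were below all WT libraries and replicate 3 was not (69.8%, Wilson 95% interval 54.9 to 81.4%). Tails of 1 U made up 36.6% ± 31.6 and tails of 2 U 31.2% ± 36.8 of the U-tails in this mutant, or 67.8% ± 25.7 together. A tail of 1 or 2 U was carried by most of the U-tailed molecules in 3 of the 4 libraries, and a tail of 1 U in 1 of them. The mean U-tail length was 2.55 nt ± 1.07. Relative to all molecules at position 0, 5.54% ± 4.76 carried a long U-tail, against 57.7% ± 8.24 in WT.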

**FIGURE 3:**
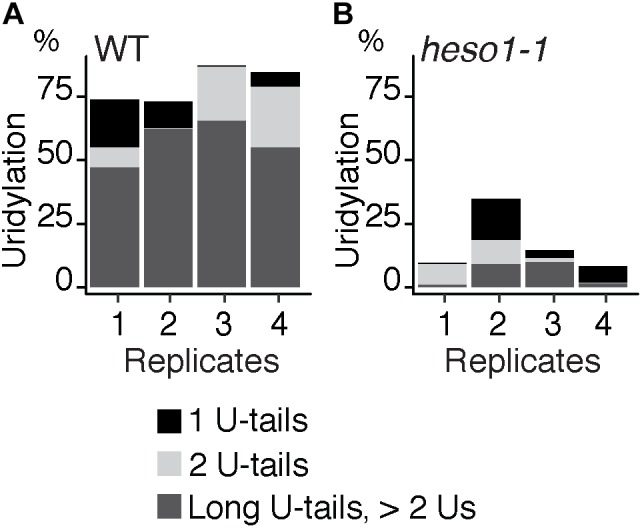
HESO1 is the main TUTase uridylating *MYB33* RISC 5′-cleavage fragments. Percentages of uridylated *MYB33* RISC 5′-cleavage fragments in four biological replicates for **(A)** WT and **(B)** *heso1-1*. Percentages of long (>2 Us), 2 U- and 1 U-tails are indicated by dark gray, light gray, and black, respectively.

The residual uridylation in *heso1-1* indicates the involvement of an alternative TUTase. A good candidate for this activity is URT1, the second TUTase that has been identified in Arabidopsis (Sement et al., 2013). To date, the possible involvement of URT1 in the uridylation of 5′ RISC-cleaved mRNAs, including *MYB33*, has been proposed but not tested experimentally. Testing this hypothesis requires the production of a *heso1 urt1* double mutant. To this end, we crossed the *heso1-1* and *urt1-1* single mutants. However, we failed to recover the expected double mutant in the F2 progeny. This failure is yet unexplained but we could obtain lines that were originally designed to overexpress an inactive version of URT1, but that in fact co-suppress the endogenous *URT1* gene in the *heso1-1* background. We selected three *heso1-1* lines for which the endogenous URT1 was not detected anymore by western blot analysis, revealing a drastic downregulation of URT1 (**Figure 4A**). These lines, which have no particular phenotype when grown under optimal conditions, are called *heso1-1 urt1^SIL1^, heso1-1 urt1^SIL2^*, and *heso1-1 urt1^SIL3^* thereafter. 

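The second round of sequencing held 14 libraries: 2 each of WT, *urt1-1*, *urt1 SIL* and *heso1-1*, and 2 for each of the 3 *heso1-1 urt1 SIL* lines. *urt1-1* is a T-DNA mutant of URT1 (AT2G45620), and *urt1 SIL* is a line in which URT1 is co-suppressed in plants with a functional HESO1. Replicates 1 and 2 of WT and *heso1-1* came from the same plant material as in round 1, so the rounds are not independent for them. Between rounds, the same material differed on average by 11.6 percentage points in *MYB33* uridylation and by 15.7 points in nibbling.
For *MYB33*, the libraries held 4930 and 10470 molecules for WT, 6192 and 10572 for *urt1-1*, 8460 and 13035 for *urt1 SIL*, 10297 and 12504 for *heso1-1*, and 13680 to 27599 (median 19084) for *heso1-1 urt1 SIL*. Reads were processed and percentages computed as in round 1, and rounds were not pooled. With 2 libraries against 2 the smallest p of the two-sided exact permutation test is 0.333, and with 2 against 6 it is 0.0714, so these comparisons cannot pass 0.05 by this test, whatever their size; no other test was run on them. For this reason the 6 libraries with HESO1 (WT, *urt1-1* and *urt1 SIL*) were also compared with the 8 libraries in the *heso1-1* background, for which the smallest p is 6.66e-04. The test treats the 6 *heso1-1 urt1 SIL* libraries as separate replicates, although each line gave 2 of them. URT1 is silenced in these 6, so the test does not separate the loss of HESO1 from that of both TUTases.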

The uridylation of *MYB33* 5′-cleavage fragments was down to background levels in both biological replicates for three *heso1-1 urt1^SIL^* lines as compared with the single *heso1-1* mutant (**Figure 4B**). Therefore, both HESO1 and URT1 participate in uridylating *MYB33* 5′-cleavage fragments, albeit HESO1 is clearly the main TUTase involved in uridylating these fragments.

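*MYB33* uridylation was 14.9% ± 3.06 (SD, n = 2) in *heso1-1* and 2.2% ± 0.597 (n = 6) in *heso1-1 urt1 SIL*, 6.76-fold lower. All 6 *heso1-1 urt1 SIL* libraries were below both *heso1-1* libraries, which gives the smallest p that this test allows here (two-sided exact permutation test, p = 0.0714). Over the wider comparison, uridylation was 57.8% ± 19.4 in the 6 libraries with HESO1 and 5.38% ± 6.01 in the 8 libraries without it. This difference of -52.4 percentage points passed the test, with all 8 below all 6 (two-sided exact permutation test, p = 6.66e-04, adjusted p = 0.00222). In *heso1-1* alone, the difference from the WT of this round (69.8% ± 11.4, n = 2) was -54.9 percentage points (two-sided exact permutation test, p = 0.333, the smallest that this test gives for 2 against 2). From the further loss in *heso1-1 urt1 SIL* (Fig. 4B), the paper concludes that both TUTases act on these fragments and that HESO1 is the main one.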

**FIGURE 4:**
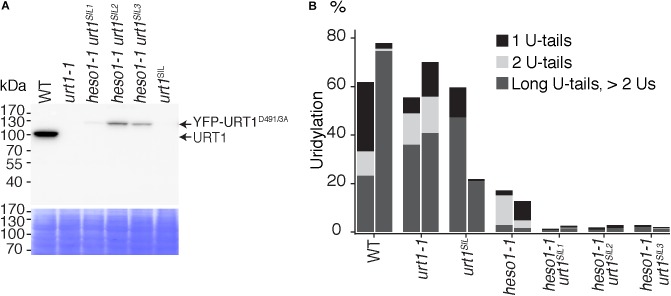
Respective contributions of HESO1 and URT1 in the uridylation of *MYB33* RISC 5′-cleavage fragments. **(A)** Western blot analysis of WT, *urt1-1* T-DNA mutant, co-suppressed *urt1* mutant (*urt1^SIL^*), and three double mutant lines *heso1-1 urt1^SIL^*. Molecular weight markers are indicated in kDa. A portion of the membrane stained with Coomassie blue is shown as loading control. Please note that the construct used to co-suppress *URT1* in the *heso1-1* background expresses an inactive version of URT1 fused to YFP. Uncropped images are shown in **Supplementary Figure S1**. **(B)** Percentages of uridylated *MYB33* RISC 5′-cleavage fragments in two biological replicates for WT, *urt1-1*, the *urt1^SIL^* line, *heso1-1*, and the three *heso1-1 urt1^SIL^* lines (i.e., six *heso1-1 urt1^SIL^* samples). Percentages of long (>2 Us), 2 U- and 1 U-tails are indicated by dark gray, light gray, and black, respectively.

Of note, HESO1 and URT1 might have a distinct contribution in the uridylation of *MYB33* 5′-cleavage fragments. HESO1 can synthesize short and long U-extensions, but URT1 seems to add only one or two uridines (**Figure 4B**). 

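In round 2, long U-tails were found at position 0 on 48.9% ± 36.4 (SD, n = 2) of the *MYB33* molecules in WT, 38.4% ± 3.38 in *urt1-1* and 33.9% ± 18.8 in *urt1 SIL*. Tails of 1 U were on 15.3% ± 18.6, 10.4% ± 5.41 and 6.59% ± 7.96 of the molecules in the same order, and tails of 2 U on 5.62% ± 6.41, 14.1% ± 1.52 and 0.180% ± 0.0399. The low share of 2 U in *urt1 SIL* cannot be read as an effect of the genotype, since single WT libraries also had few such tails. In replicate 2 of WT, 2 U was on 0.266% of the molecules in round 1 and on 1.09% in round 2. In *heso1-1*, where URT1 is present, 4.83% ± 4.23 (n = 2) of the molecules carried 1 U, 7.85% ± 6.40 carried 2 U and 2.23% ± 0.899 carried a longer U-tail. Long tails were thus 14.6% ± 3.02 of its U-tails, with 12.5% in one library and 16.8% in the other. In *heso1-1 urt1 SIL*, 0.267% ± 0.0753 (n = 6) of the molecules carried 2 U and 1.23% ± 0.352 a longer U-tail, so that long tails were 55.9% ± 5.92 of the few U-tails left. The drop in 1 U and 2 U between *heso1-1* and *heso1-1 urt1 SIL* was larger than that in long U-tails. No test was run on these classes.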

Interestingly, a similar distinction was proposed for HESO1 and URT1 in uridylating small RNAs. URT1 was proposed to add a single uridine to small RNAs to favor the subsequent action of HESO1, which prefers 3′ extremities ending with uridines (Tu et al., 2015; Yu et al., 2017). A comparable scenario could exist for RISC 5′-cleavage fragments although additional investigation is required to confirm this hypothesis. 

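*MYB33* fragments were still uridylated where URT1 was missing and HESO1 present. Uridylation at position 0 was 62.8% ± 10.3 (SD, n = 2) in *urt1-1* and 40.7% ± 26.7 (n = 2) in *urt1 SIL*, in which URT1 is co-suppressed. The difference from WT was -7.00 percentage points for *urt1-1* (two-sided exact permutation test, p = 0.667) and -29.2 points for *urt1 SIL* (p = 0.333, the smallest that 2 libraries against 2 allow), and neither passed the test. The libraries of *urt1 SIL* were far apart, at 59.6% (Wilson 95% interval 58.6 to 60.5%) and 21.8% (20.7 to 22.9%), and both were below both WT libraries. Over all molecules ending between -10 and 0, *urt1-1* was above WT by 3.00 percentage points. Of the U-tails, 61.5% ± 4.72 were longer than 2 nt in *urt1-1* and 86.9% ± 10.9 in *urt1 SIL*, against 66.7% ± 41.3 in the WT of this round.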

In any case, and as previously observed for small RNAs, uridine addition by URT1 to RISC 5′-cleavage fragments does not seem to be a prerequisite to the action of HESO1, at least for *MYB33* 5′-cleavage fragments.

### Respective Contribution of HESO1 and URT1 in the Accumulation of *MYB33* 5′-Cleavage Fragments

To further check the predominant role of HESO1 in the metabolism of *MYB33* 5′-cleavage fragments, we analyzed their accumulation by northern blot analysis and phosphorimager quantification (**Figure 5A**). The accumulation of *MYB33* RISC 5′-cleavage fragments in each sample was calculated relative to its full-length mRNA and each ratio was normalized to the ratio obtained for the WT control for each of the two replicates. As previously observed (Ren et al., 2014), *MYB33* 5′-cleavage fragments accumulated to higher levels in *heso1-1* with respect to WT (**Figure 5B**), although for unknown reasons the accumulation seemed variable in both replicates. Yet, our northern analysis confirmed that uridylation by HESO1 likely destabilizes *MYB33* 5′-cleavage fragments. The single *urt1* mutation seemed to have no major effect on this accumulation. Furthermore, *MYB33* 5′-cleavage fragments accumulated to similar levels in the *heso1-1 urt1^SIL^* lines as compared to the single *heso1-1* mutant (**Figure 5**). In other words, there was no additive effect of the lack of URT1 and HESO1, and this observation points to HESO1 as the main TUTase controlling the accumulation of *MYB33* 5′-cleavage fragments. Of note, miR159 accumulated to similar levels when HESO1 is absent, ruling out a higher rate of production of *MYB33* 5′-cleavage fragments in *heso1-1* mutants (**Figure 5C**). Altogether, the 3′ RACE-seq and northern analyses indicate that HESO1 is the main TUTase modifying *MYB33* 5′-cleavage fragments. Although URT1 could add short uridine extensions to *MYB33* 5′-cleavage fragments, it does not appear to be a limiting factor neither in the uridylation nor in the destabilization of this fragment produced by RISC cleavage.

**FIGURE 5:**
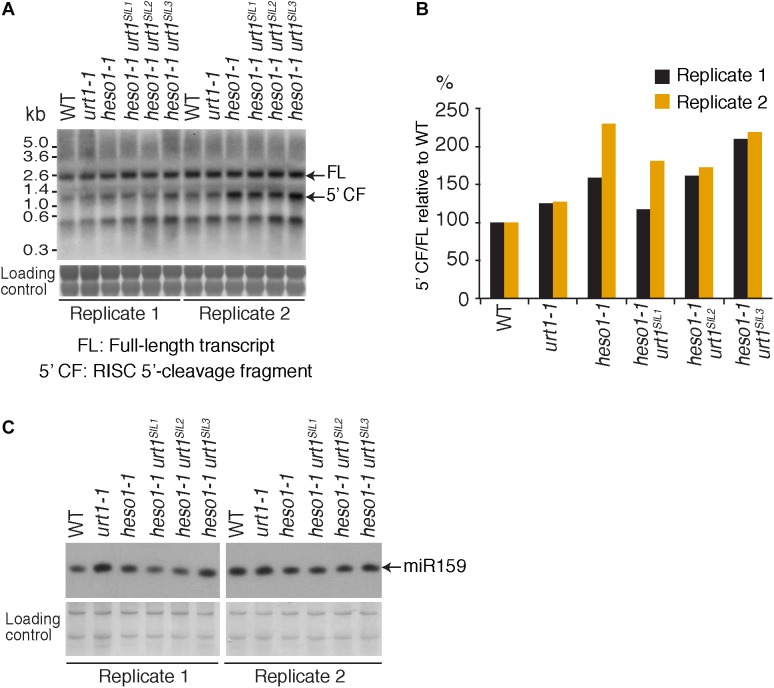
*MYB33* 5′-cleavage fragments accumulate in *heso1-1* **(A)** Northern blot analysis of WT, *urt1-1*, and *heso1-1* mutant lines using a probe 5′ of the cleavage site to detect *MYB33* full-length mRNA and the RISC 5′-cleavage fragment. Molecular weight markers are indicated in kb. A portion of the membrane stained with methylene blue is shown as loading control. Uncropped images are shown in **Supplementary Figure S2**. **(B)** *MYB33* RISC 5′-cleavage fragments accumulate mostly in the absence of HESO1. The accumulation of *MYB33* RISC 5′-cleavage fragments (5′ CF) relative to its full-length (FL) mRNA was determined by integrating the signals in **B** with a Phosphorimager. 5′ CF/FL values for each lane were normalized to the 5′ CF/FL ratio obtained for the WT control of each replicate. Two replicates are shown in black and orange, respectively, for WT, *urt1-1*, the *urt1^SIL^* line, *heso1-1*, and the three *heso1-1 urt1^SIL^* lines (i.e., six *heso1-1 urt1^SIL^* samples). **(C)** Northern blot analysis of WT, *urt1-1*, and *heso1-1* mutant lines using a probe to detect *miR159*. A portion of the membrane stained with methylene blue is shown as loading control. Uncropped images are shown in **Supplementary Figure S2**.

### mRNA 5′ Fragments Are Nibbled at RISC Cleavage Site in the Absence of Uridylation

The 3′ truncation up to several hundreds of nucleotides upstream of the RISC cleavage site was previously observed for *MYB33* 5′-cleavage fragments in the *heso1-2* mutant (Ren et al., 2014). We took advantage of the depth of the 3′ RACE-seq procedure to analyze at high resolution the 3′ extremities of *MYB33* 5′-cleavage fragments in the vicinity of the cleavage site. Although the vast majority of extremities in the four WT biological replicates mapped at position 0, different patterns were observed for *heso1-1*. The patterns were not completely identical in the four biological replicates, but they all revealed the same trend: the 3′ extremities were spread over positions from -10 to 0 (**Figure 6** and **Supplementary Figure S3**). This observation reveals that the *MYB33* 5′-cleavage fragments that accumulate in the absence of HESO1 are nibbled at close proximity to the cleavage site. This nibbling shortens *MYB33* 5′-cleavage fragments by up to 8–9 nucleotides (**Figure 6A** and **Supplementary Figure S3**). Such a nibbling was not observed in the single *urt1-1* mutant (**Figure 6B** and **Supplementary Figure S4**) but it was consistently observed in *heso1-1* and not aggravated in *heso1-1 urt1^SIL^* mutants (**Figure 6B** and **Supplementary Figure S4**). Therefore, the nibbling is solely attributed to the absence of HESO1, but not of URT1, in the case of *MYB33* 5′-cleavage fragments.

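Shortened *MYB33* fragments were a minority in WT and the majority in *heso1-1*. Nibbling, the share of molecules in the -10 to 0 window that ended before position 0, was 15.8% ± 11.4 (SD, n = 4) in WT and 66.8% ± 16.0 (n = 4) in *heso1-1*. All 4 *heso1-1* libraries were above all 4 WT libraries, a rise of 51.0 percentage points (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0347). Shortened molecules without a tail made up 10.3% ± 11.1 of the window in WT and 52.5% ± 11.8 in *heso1-1*. Replicate 4 carries much of the WT values: its nibbling was 32.6% (Wilson 95% interval 31.2 to 34.0%), without it the WT mean is 10.2%, and the untailed share of the WT libraries had a median of 6.53% and a maximum of 26.4%. Of the shortened molecules, 45.8% ± 24.5 carried a tail in WT and 21.2% ± 2.04 in *heso1-1*. Among untailed molecules alone, which are few in WT, nibbling was 52.3% in WT and 66.2% in *heso1-1*, and this difference of 13.9 percentage points did not pass the test (two-sided exact permutation test, p = 0.486).

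**Figure D2:**
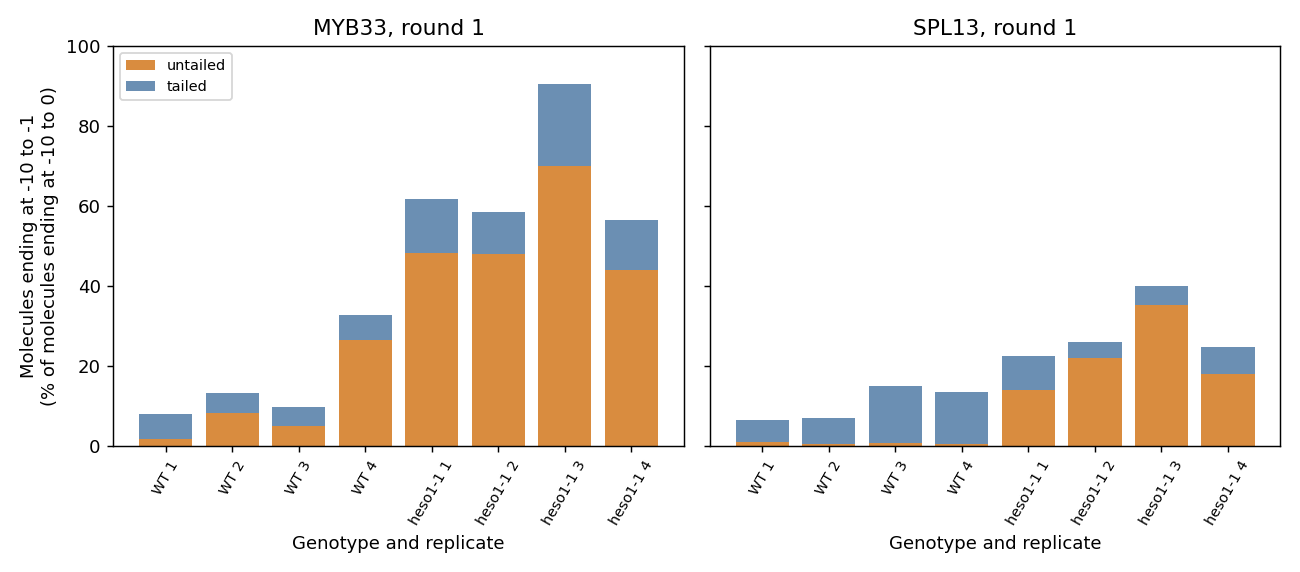
Share of molecules ending between -10 and -1 (y axis, % of the molecules ending between -10 and 0), stacked as untailed and tailed molecules, for the 4 WT and 4 *heso1-1* libraries of round 1 and for *MYB33* and *SPL13*. The untailed part averages 10.3% in WT and 52.5% in *heso1-1* for *MYB33*.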

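In *heso1-1*, most shortened *MYB33* ends lay 1 to 3 nt from the cleavage site. Of the molecules ending between -10 and 0, 20.0% ± 4.52 (SD, n = 4) ended at -1, 16.4% ± 16.3 at -2 and 14.5% ± 9.72 at -3. In WT 5.51% ± 4.58 ended at -1, 1.36% ± 0.180 at -2 and 1.10% ± 0.141 at -3. Because position 0 is a U, a U-tailed fragment ending at -1 is read as ending at 0. Ends at -1 may thus be undercounted where U-tails are frequent, as in WT. Farther upstream, 4.20% ± 3.92 ended at -4, 2.69% ± 1.56 at -5, 4.35% ± 3.25 at -6, 2.53% ± 2.61 at -7 and 1.62% ± 2.46 at -8. Single libraries carry part of this profile: without replicate 3 the mean was 8.35% at -2 and 10.3% at -3, without replicate 2 it was 2.44% at -4, 2.93% at -6 and 1.55% at -7, and without replicate 4 it was 0.385% at -8. At -9 and -10 the shares were 0.241% ± 0.0580 and 0.246% ± 0.0498, close to the 0.260% and 0.178% of WT. Of the 11 positions, 6 had an unadjusted p under 0.05 (-7, -5, -3, -2 and -1 higher in *heso1-1*, 0 lower), each at the smallest p of the two-sided exact permutation test (p = 0.0286). After Benjamini-Hochberg adjustment over the 11 positions their p was 0.0524, so 0 positions passed.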

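In round 2, *MYB33* nibbling was higher in every library of the *heso1-1* background than in every library with HESO1. It was 30.1% ± 8.95 (SD, n = 6) with HESO1 and 63.8% ± 7.67 (n = 8) without it, a rise of 33.7 percentage points (two-sided exact permutation test, p = 6.66e-04, adjusted p = 0.00222). The level with HESO1 depends on how ends are read: with the last 15 encoded nt matched exactly the shares were 16.1% and 58.2%, and untailed shortened molecules, a measure added after the data were seen, made up 8.36% and 49.1% of the window. By genotype, it was 38.0% ± 8.90 in WT, 26.9% ± 2.88 in *urt1-1*, 25.3% ± 11.0 in *urt1 SIL* and 63.2% ± 7.50 in *heso1-1* (n = 2 each), and 63.9% ± 8.43 (n = 6) in *heso1-1 urt1 SIL*. Between *heso1-1* and *heso1-1 urt1 SIL* the difference was 0.709 percentage points (two-sided exact permutation test, p = 1.00). Its sign depends on the end counted: with ends at -10 to -2 only, it was -4.71 percentage points. Neither *urt1-1* (-11.1 percentage points from WT) nor *urt1 SIL* (-12.7 points) was above WT; by the exact permutation test, 2 libraries against 2 cannot give a p under 0.333. From these patterns (Fig. 6B), the paper attributes nibbling of *MYB33* fragments to the absence of HESO1 alone.

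**Figure D3:**
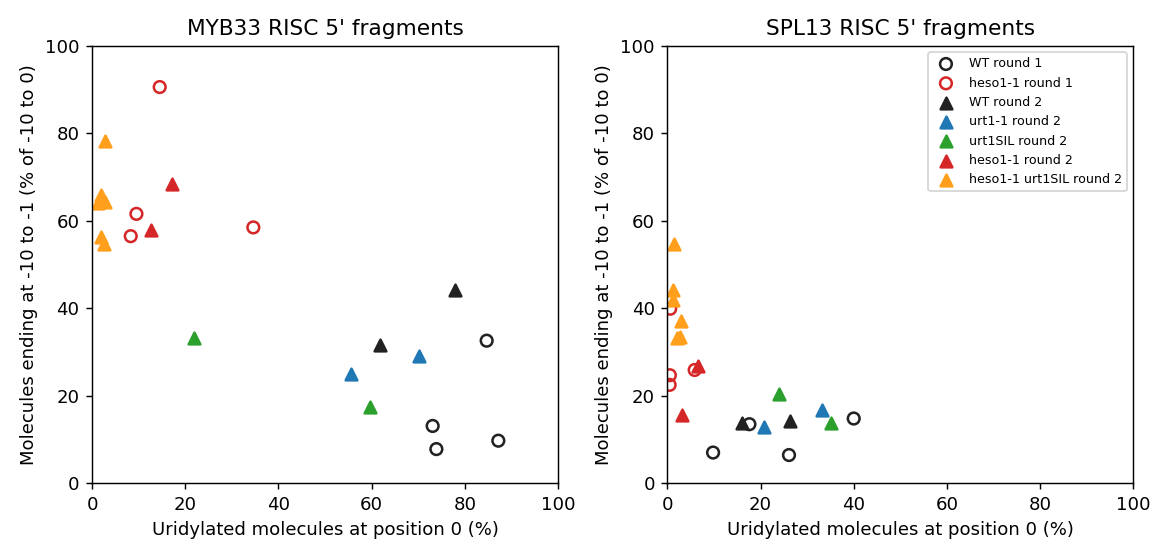
Uridylated share at position 0 (x axis, %) against nibbling (y axis, % of molecules ending between -10 and 0 that end before 0), 1 point per library, for *MYB33* and *SPL13*, with round 1 as circles, round 2 as triangles and genotypes by colour. For *MYB33*, the round 2 libraries with HESO1 lie to the right of and below all those of the *heso1-1* background.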

**FIGURE 6:**
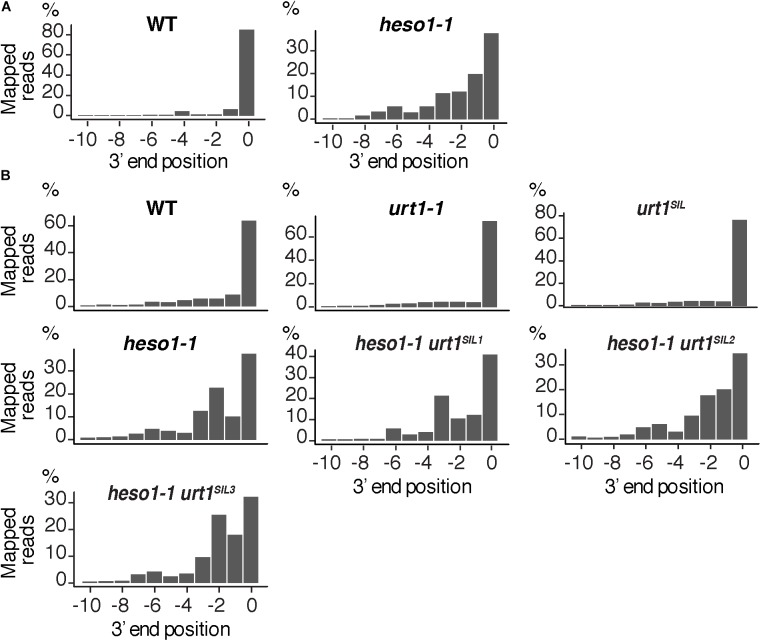
Nibbled *MYB33* RISC 5′-cleavage fragments accumulate in the absence of HESO1. Positions of 3′ extremities of *MYB33* RISC 5′-cleavage fragments mapped in a –10/0 window for **(A)** four biological replicates, WT and *heso1-1*, or **(B)** two biological replicates for WT, *urt1-1*, the *urt1^SIL^* line, *heso1-1*, and the three *heso1-1 urt1^SIL^* lines. Graphs are shown separately for each of the replicates in **Supplementary Figures S3, S4**.

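The libraries used for *MYB33* also held molecules amplified with primers for the transcripts of *SPL13A* (AT5G50570) and *SPL13B* (AT5G50670), which the reads do not tell apart. The encoded RNA sequence is UGUGCUCUCUC from -10 to 0 and UCUUCUGUCA from +1 to +10, with position 0 taken as the last nucleotide before the major cleavage site. In round 1 the libraries held 3583 to 14319 molecules (median 6970) for WT and 3491 to 13258 (median 7932) for *heso1-1*. In round 2 they held 3049 and 3264 for WT, 3357 and 4077 for *urt1-1*, 1444 and 2786 for *urt1 SIL*, 2000 and 2724 for *heso1-1*, and 2498 to 10065 (median 4472) for *heso1-1 urt1 SIL*. Mapping and counting were the authors' as for *MYB33*. U-tails were counted from 2 nt, because the U at +1 cannot be told from an added U. The Methods give the minimum as more than 2 nt, whereas the Results give at least 2 nt, which was used here. The molecules per library equal the paper's Table S2 in 19 of 22 libraries. For *heso1-1* replicate 2 of round 1, the paper's table gives 18198 against 13258 in the deposited data. For the second replicates of *urt1 SIL* and *heso1-1* in round 2, the table's 2000 and 1444 stand the other way round. The deposited labels were used, under which *SPL13* uridylation was 24.0% (Wilson 95% interval 21.3 to 27.0%) in this *urt1 SIL* library and 35.2% (33.2 to 37.3%) in replicate 1, and 3.05% (2.30 to 4.05%) in this *heso1-1* library and 6.59% (5.51 to 7.87%) in replicate 1.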

We then analyzed the respective contribution of HESO1 and URT1 in uridylating the 5′ fragments produced by RISC cleavage of *Squamosa promoter-binding-like protein 13* (*SPL13*) mRNAs that are targets of miR156 and miR157 (**Figure 7A**). PARE-seq data identify a major and a minor 5′ extremity for the 3′ fragments produced by RISC cleavage (**Figure 7B**). Therefore, it is possible that in addition to the major cleavage site denoted 0 in **Figure 7A**, a minor site exists at position +1. This minor site at +1 presumably results from the action of miR157 (**Figure 7A**; He et al., 2018). Because nucleotide +1 is a U, it is not possible to determine in the 3′ RACE-seq data whether this U is encoded or added post-transcriptionally. To eliminate this uncertainty that could affect the proportion of uridylated versus non-uridylated fragments, we considered only tails of at least two nucleotides. Of note, not considering the 1 U extensions may lead to the underestimation of the action of URT1 and/or HESO1 in adding 1 U. The overall level of uridylation of *SPL13* 5′-cleavage fragments was lower than for *MYB33*, with percentage of uridylation below 40% and an increased variability between replicates (**Figures 7C,D** and **Supplementary Table S4**). Yet, a similar pattern was observed for both targets: uridylation of RISC 5′-cleavage fragments is mostly reduced in the absence of HESO1 and close to background levels in *heso1-1 urt1^SIL^* lines (**Figures 7C,D**). 

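*SPL13* uridylation, counted from 2 nt, was 23.3% ± 12.9 (SD, n = 4) in the WT libraries of round 1. Its highest library was replicate 3, at 40.0% (Wilson 95% interval 38.7 to 41.2%), and its lowest replicate 2, at 9.80% (9.28 to 10.3%). Counted in the same way in the same 4 libraries, *MYB33* uridylation was 71.0% ± 14.6. The difference of -47.6 percentage points had the same sign in 4 of 4 libraries (two-sided exact permutation test by sign flips of the pairs, p = 0.13, the smallest that 4 pairs allow), so it could not pass 0.05. Tails of 1 U, which are left out here, were found on 9.38% ± 9.36 of *SPL13* molecules at position 0 in WT and on 25.5% ± 5.62 in *heso1-1*.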

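In round 1, *SPL13* uridylation was 1.86% ± 2.66 (SD, n = 4) in *heso1-1*, lower than in all 4 WT libraries, and fell by 21.5 percentage points (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0347). The *heso1-1* mean is carried by replicate 2, at 5.85% (Wilson 95% interval 5.39 to 6.36%) against 0.473 to 0.603% in the others, and is 0.536% without it. The difference also depends on the definition of a U-tail. Counting tails of 1 U, uridylation was 32.7% in WT and 27.4% in *heso1-1* (difference -5.31 percentage points, exact permutation test, p = 0.400), and counting tails made only of U the difference was -14.0 points (exact permutation test, p = 0.0571). In round 2, uridylation was 25.9% ± 7.29 in the 6 libraries with HESO1 and 2.62% ± 1.78 in the 8 without it, with all 8 below all 6 (two-sided exact permutation test, p = 6.66e-04, adjusted p = 0.00222). The size of this fall changes with the definition too: counting only tails made of U, the shares were 10.6% and 1.71% (exact permutation test, p = 0.00799), and counting tails of 1 U they were 51.4% and 26.6% (p = 6.66e-04). By genotype it was 21.2% ± 7.30 in WT, 27.0% ± 8.75 in *urt1-1*, 29.6% ± 7.91 in *urt1 SIL* and 4.82% ± 2.50 in *heso1-1* (n = 2 each), and 1.88% ± 0.758 (n = 6) in *heso1-1 urt1 SIL*. The last group was below both *heso1-1* libraries in 6 of 6 libraries (two-sided exact permutation test, p = 0.0714, the smallest allowed). This separation was incomplete with tails of at least 50% U (5.25% and 2.67%, exact permutation test, p = 0.143) and without random sequences shared between libraries, an alternative chosen after the data were seen (3.87% and 0.940%, p = 0.143). With tails of 1 U counted, *heso1-1 urt1 SIL* was above *heso1-1* by 0.151 percentage points, or by 4.39 without its replicate 3b, and the excess of *urt1-1* and *urt1 SIL* over WT changed sign. From the decrease in both mutants, the paper states that the pattern resembles that of *MYB33*.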

Interestingly, the nibbling of RISC 5′-cleavage fragments was increased in the six replicates of *heso1-1 urt1^SIL^* although to a lesser extent than the one observed for *MYB33* (**Figure 8**). This observation confirms the accumulation of RISC 5′-cleavage fragments that are nibbled close to the cleavage site in case of defective uridylation. 

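*SPL13* nibbling was 10.4% ± 4.32 (SD, n = 4) in WT and 28.2% ± 7.90 (n = 4) in *heso1-1* in round 1, a rise of 17.8 percentage points with all 4 mutant libraries above all 4 of WT (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0347). In round 2 it was 15.3% ± 2.84 in the 6 libraries with HESO1 and 35.9% ± 11.7 in the 8 without it, of which 7 were above all 6 (two-sided exact permutation test, p = 0.00200, adjusted p = 0.00500). URT1 is also silenced in 6 of these 8, so this comparison does not separate the loss of HESO1 from that of both TUTases. Nibbling was 21.3% in *heso1-1* and 40.7% in *heso1-1 urt1 SIL*. For this difference the two-sided exact permutation test cannot give a p under 0.0714, so a part of URT1 loss in the rise was not established. Nearly all of the round 1 difference was at position -1, which held 6.65% ± 4.72 of the -10 to 0 window in WT and 24.0% ± 8.02 in *heso1-1*. With ends at -10 to -2 only, the difference was 0.483 percentage points in round 1 (exact permutation test, p = 0.343) and 1.20 points in round 2 (p = 0.396). In the 6 *heso1-1 urt1 SIL* libraries, *SPL13* nibbling was 40.7% ± 8.10, lower than *MYB33* nibbling in 6 of 6 libraries (difference -23.2 percentage points, two-sided exact permutation test by sign flips, p = 0.031, the smallest that 6 pairs allow, adjusted p = 0.0347). Among untailed molecules alone this difference was -15.7 points and did not pass the test (exact permutation test, p = 0.0625). Both tests treat the 6 libraries as separate pairs, although each of the 3 lines gave 2 of them, so their p is too small if libraries of a line are alike. Of the shortened *SPL13* molecules of round 1, 93.4% ± 4.29 carried a tail in WT and 23.5% ± 12.3 in *heso1-1*.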

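The *SPL13* libraries of round 2 compare *heso1-1*, where URT1 is present, with *heso1-1 urt1 SIL*. Nibbling was 21.3% ± 7.94 (SD, n = 2) in *heso1-1* (15.7 and 26.9%), and it lay between 33.3 and 54.6% in the 6 *heso1-1 urt1 SIL* libraries. All 6 were above both *heso1-1* libraries, by 19.4 percentage points on average (two-sided exact permutation test, p = 0.0714, the smallest that 2 libraries against 6 allow). WT of the same round was at 14.0% ± 0.392, *urt1-1* at 14.8% ± 2.71 and *urt1 SIL* at 17.1% ± 4.73 (n = 2 each). Counting ends at -10 to -2 only, *heso1-1 urt1 SIL* was above *heso1-1* by 2.07 percentage points, and *heso1-1* differed from WT by -0.740. Position -1 held 12.3% ± 8.52 of the window in *heso1-1* and 29.7% ± 6.26 in *heso1-1 urt1 SIL*.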

The greater accumulation of nibbled fragments in absence of HESO1 and URT1 suggests that in the case of *SPL13* 5′-cleavage fragments, the absence of uridylation *per se* is responsible for this accumulation.

**FIGURE 7:**
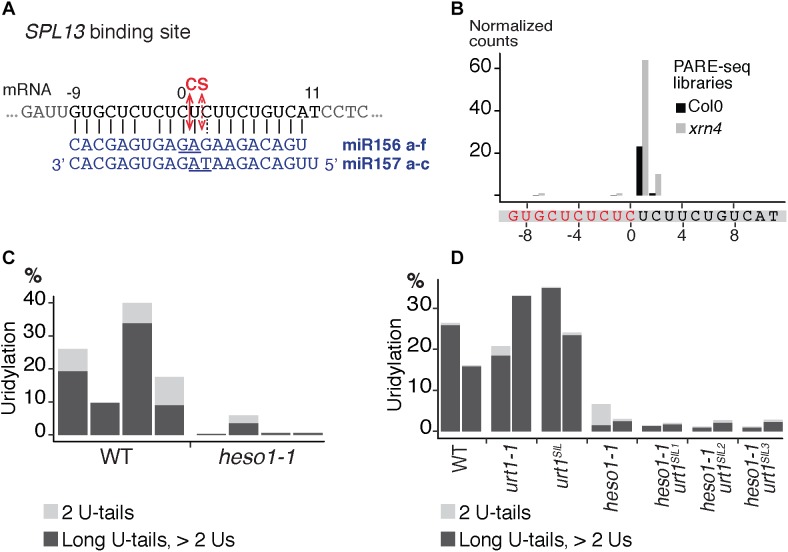
Respective contributions of HESO1 and URT1 in the uridylation of *SPL13* RISC 5′-cleavage fragments. **(A)** Schematic representation of the cleavage of *SPL13* mRNA by AGO1 loaded with miR156 or miR157. The cleavage sites (CS) are predicted between the positions 0 and +1 or between position +1 and +2 for miR156 and miR157, respectively, and are defined by the 10th and 11th nucleotides (underlined) of the miRNAs. **(B)** 5′ end mapping using PARE-seq data (German et al., 2008) of RISC 3′-cleavage fragments in WT and *xrn4*. **(C,D)** Percentages of uridylated *SPL13* RISC 5′-cleavage fragments in **(C)** four biological replicates for WT and *heso1-1* or **(D)** two biological replicates for WT, *urt1-1*, the *urt1^SIL^* line, *heso1-1*, and the three *heso1-1 urt1^SIL^* lines (i.e., six *heso1-1 urt1^SIL^* samples). Percentages of long (>2 Us) and 2 U-tails are indicated by dark gray and light gray, respectively.

**FIGURE 8:**
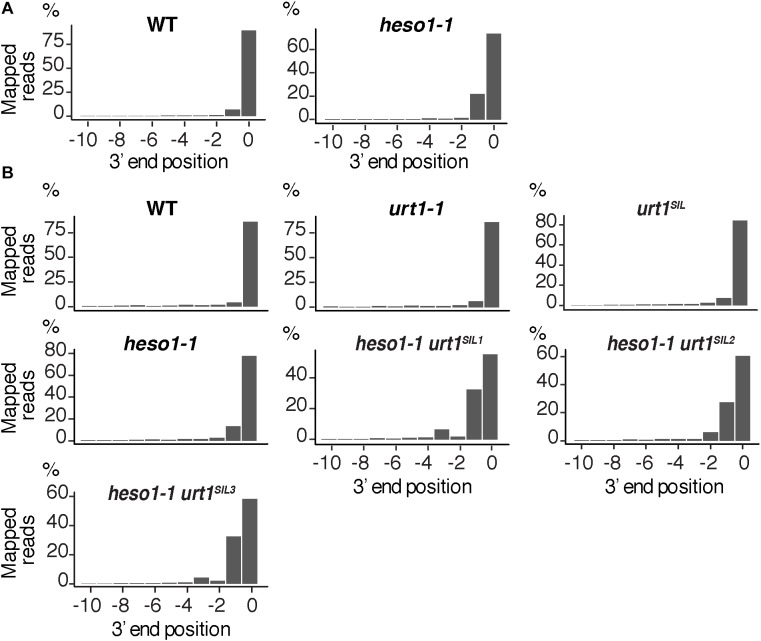
Nibbled *SPL13* RISC 5′-cleavage fragments accumulate in the absence of uridylation. Positions of 3′ extremities of *SPL13* RISC 5′-cleavage fragments mapped in a –10/0 window for **(A)** four biological replicates, WT and *heso1-1*, or **(B)** two biological replicates for WT, *urt1-1*, the *urt1^SIL^* line, *heso1-1*, and the three *heso1-1 urt1^SIL^* lines. Graphs are shown separately for each of the replicates in **Supplementary Figures S5, S6**.

Two, non-mutually exclusive, interpretations can explain the accumulation of nibbled RISC 5′-cleavage fragments in the absence of uridylation. First, uridylation of the nibbled fragments could trigger their degradation. Their fast turn-over would explain that they are not detected in WT plants. However, those fragments would accumulate in the absence of the TUTases. The second alternative possibility would be that in the presence of HESO1 and/or URT1, the 3′ extremities are not accessible to the activity, presumably a 3′-5′ exoribonucleolytic activity, that generates the nibbled RNA species. Such a possibility was previously evoked to explain the accumulation of truncated 5′-cleavage fragments in the *heso1-2* mutant (Ren et al., 2014). Solving this question entails the identification of all ribonucleases involved in the metabolism of 5′ RISC-cleaved transcripts.

## Conclusion

Here, we report the respective contribution of HESO1 and URT1 in the metabolism of two 5′ RISC-cleaved mRNAs. In addition, we show the applicability of 3′ RACE-seq to map the 3′ ends of 5′ RISC-cleaved transcripts and to identify untemplated nucleotides added at these 3′ ends. The depth of 3′ RACE-seq will be useful for both qualitative and quantitative comparisons across different targets, tissues, conditions or genotypes. For instance, different RISC 5′-cleavage fragments could be investigated to identify both common and specific behaviors of these RNA fragments produced by post-transcriptional gene silencing. Also, the full machinery involved in the degradation of RISC 5′-cleavage fragments needs to be characterized. This is an on-going process with the recent identification of RICE exoribonucleases (Zhang et al., 2017) or the recent description that components of the NSD pathway and the Ski complex, a major co-factor of the cytosolic RNA exosome, are involved in the degradation of RISC 5′-cleavage fragments (Branscheid et al., 2015; Szádeczky-Kardoss et al., 2018). Yet the direct involvement of the RNA exosome in the clearance of RISC 5′-cleavage fragments remains to be demonstrated in Arabidopsis. The impact of SUPPRESSOR OF VARICOSE (SOV), whose ortholog is called Dis3L2 in non-plant eukaryotes, on the degradation of RISC 5′-cleavage fragments could also be investigated. Dis3L2 is a 3′-5′ exoribonuclease belonging to the RNase II family and whose activity is stimulated by uridylation in fission yeast, fruit fly or human cells (De Almeida et al., 2018). Whether SOV participates in the clearance of uridylated 5′ fragments of RISC-cleaved transcripts could be reliably addressed using 3′ RACE-seq and by comparing Col-0 and *Ler* accessions, because a point mutation affects SOV activity in Col-0 (Zhang et al., 2010). All these examples illustrate that a large number of samples must be analyzed with sufficient depth and replicates to draw reliable conclusions. The 3′ RACE-seq method adapted to the analysis of RISC 5′-cleavage fragments will contribute to fully characterize the tailing and nibbling events linked to the metabolism of these fragments and to address the respective roles of distinct factors of the RNA degradation machinery in this process.

## Author Contributions

DG and HZ conceived and designed the study, wrote the paper, and acquired funding. HZ, A-CJ, and HS performed the experiments. HZ performed the bioinformatics analysis. A-CJ and HS edited the manuscript. HZ and HS prepared the illustrations.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

FIGURE S1 related to Figure 4 Uncropped images of the western blot analysis and the membrane stained with Coomassie blue shown in **Figure 4**.

FIGURE S2 related to Figure 5 Uncropped images of the northern blot analysis and the membrane stained with methylene blue for **(A)** *MYB33* 5′ fragment analysis and for **(B)** miR159 analysis.

FIGURE S3 related to Figure 6 Nibbled *MYB33* RISC 5′-cleavage fragments accumulate in the absence of HESO1. Positions of 3′ extremities of *MYB33* RISC 5′-cleavage fragments mapped in a -10/0 window for four biological replicates in WT and *heso1-1*. Graphs are shown separately for each of the four replicates.

FIGURE S4 related to Figure 6 Nibbled *MYB33* RISC 5′-cleavage fragments accumulate in the absence of HESO1. Positions of 3′ extremities of *MYB33* RISC 5′-cleavage fragments mapped in a -10/0 window for two biological replicates for WT, *urt1-1*, the *urt1^SIL^* line, *heso1-1*, and the three *heso1-1 urt1^SIL^* lines. Graphs are shown separately for each of the two replicates.

FIGURE S5 related to Figure 8 Positions of 3′ extremities of *SPL13* 5′-cleavage fragments mapped in a -10/0 window for four biological replicates in WT and *heso1-1*. Graphs are shown separately for each of the four replicates.

FIGURE S6 related to Figure 8 Nibbled *SPL13* RISC 5′-cleavage fragments accumulate in the absence of HESO1 and URT1. Positions of 3′ extremities of *SPL13* RISC 5′-cleavage fragments mapped in a -10/0 window for two biological replicates for WT, *urt1-1*, the *urt1^SIL^* line, *heso1-1*, and the three *heso1-1 urt1^SIL^* lines. Graphs are shown separately for each of the two replicates.

TABLE S1 List of primers used in this study.

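The table of read numbers follows each library from all reads to the molecules that were kept. In round 1 (8 libraries) it lists 321447 to 1221459 reads per library (median 724181), and in round 2 (14 libraries) 642615 to 1641469 (median 1039350). The first deduplication, on identical random sequences, kept 6.88 to 10.9% of the reads in round 1 and 7.73 to 10.4% in round 2. The final *MYB33* molecules were 8.52 to 18.1% of the deduplicated reads in round 1 and 7.55 to 18.8% in round 2. For *SPL13* these shares were 9.57 to 21.4% and 1.52 to 7.09%. All of these numbers are the paper's, with the percentages computed from them. The deposited data hold the same number of *MYB33* molecules in 22 of 22 libraries and of *SPL13* molecules in 19 of 22. With the deposited numbers of *SPL13* molecules the shares were 9.57 to 16.8% in round 1 and 2.10 to 7.09% in round 2.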

TABLE S2 Summary of the number of reads analyzed at each step of the data processing for each 3′ RACE-seq library.

TABLE S3 Exhaustive list of extensions found by 3′ RACE-seq for *MYB33* 5′-cleavage fragments in WT for four biological replicates from dataset #1.

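For *SPL13* fragments ending at position 0, the 4 WT libraries of round 1 held 63.4% ± 7.81 (SD, n = 4) molecules without a tail, 34.8% ± 7.87 with a tail in the authors' U-rich class, and 1.65% ± 2.87 with an A-rich one. The U-rich class and the commonest *SPL13* tails given below include the single U, which cannot be told from the encoded U at +1. Position 0 itself held 88.1% ± 3.51 of the molecules ending between -10 and +10. The 5 commonest tails by mean share were U, UUUUUU (6.59% ± 9.69), UU (5.35% ± 3.69), UUUA (3.10% ± 6.15) and UUU (3.03% ± 5.96). In *heso1-1*, the 4 of these with more than 1 nt were found on 0.0774%, 0.647%, 0.0366% and 0.0611% of the molecules. The value of UU is carried by replicate 2 (2.23%, against 0.103 to 0.151% in the others). The 4 commonest tails of a library made up 92.9% ± 3.32 of its tailed *SPL13* molecules in WT, and 73.6% ± 18.1 for *MYB33*.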

TABLE S4 Exhaustive list of extensions found by 3′ RACE-seq for *SPL13* 5′-cleavage fragments in WT for four biological replicates from dataset #1.

DATA SHEET S1 Scripts for 3′ RACE-seq data processing, related to the analysis of 5′ mRNA fragments generated by RISC cleavage of *MYB33* mRNAs.

DATA SHEET S2 Scripts for 3′ RACE-seq data processing, related to the analysis of 5′ mRNA fragments generated by RISC cleavage of *SPL13* mRNAs.

# Supplementary material for: Respective Contributions of URT1 and HESO1 to the Uridylation of 5′ Fragments Produced From RISC-Cleaved mRNAs
**Source:** Front Plant Sci. 2018 Oct 9;9:1438. doi: 10.3389/fpls.2018.01438
**Supplement:** FIGURE S1 related to Figure 4 — Uncropped images of the western blot analysis and the membrane stained with Coomassie blue shown in Figure 4.

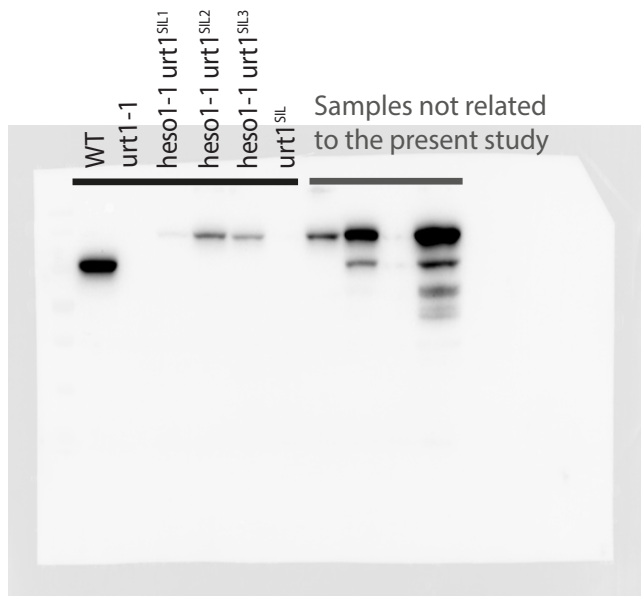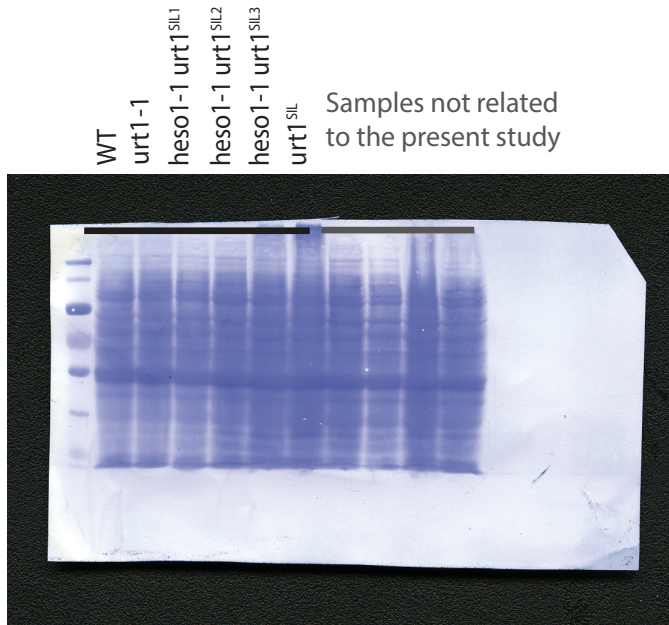

Supplementary Figure 1, related to Figure 4. Uncropped images of the western blot analysis and the membrane stained with Coomassie blue.

# Supplementary material for: Respective Contributions of URT1 and HESO1 to the Uridylation of 5′ Fragments Produced From RISC-Cleaved mRNAs
**Source:** Front Plant Sci. 2018 Oct 9;9:1438. doi: 10.3389/fpls.2018.01438
**Supplement:** FIGURE S2 related to Figure 5 — Uncropped images of the northern blot analysis and the membrane stained with methylene blue for (A) MYB33 5′ fragment analysis and for (B) miR159 analysis.

(A)

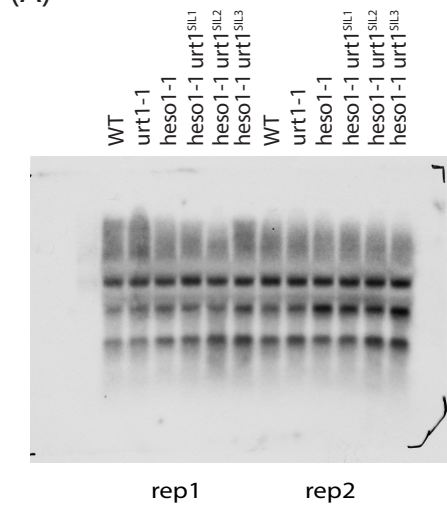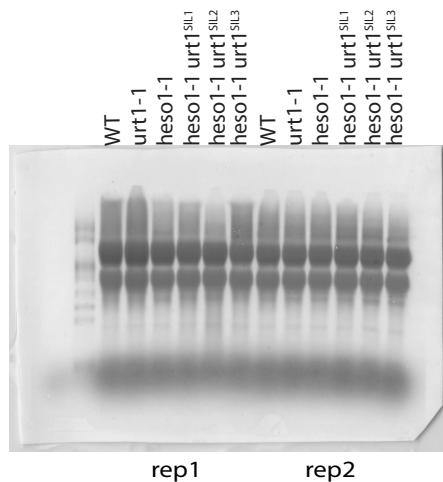

(B)

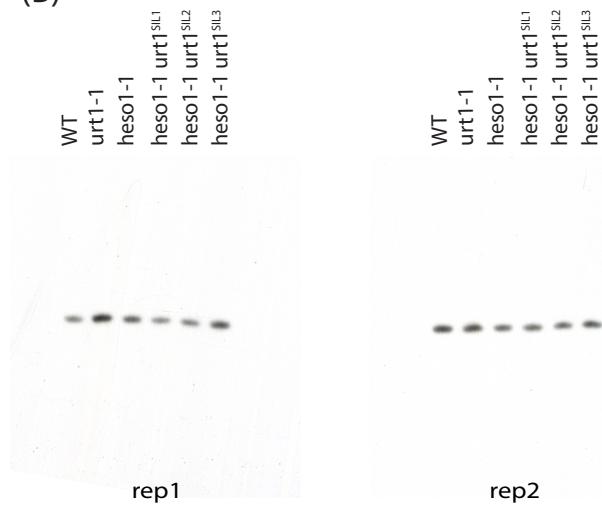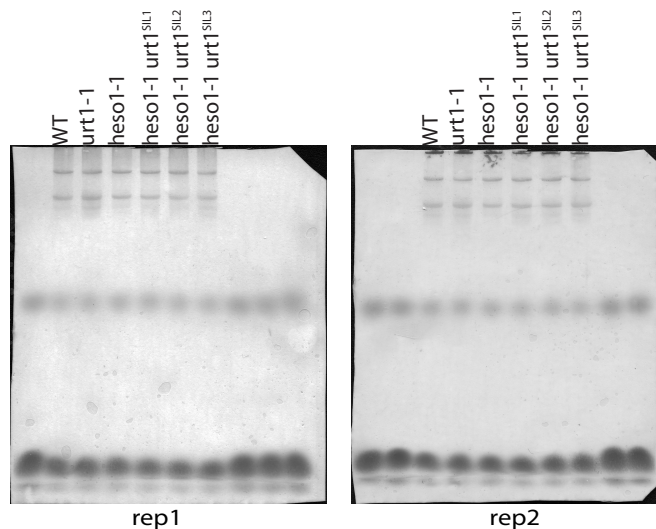

Supplementary Figure 2, related to Figure 5. Uncropped images of the northern blot analysis and the membrane stained with methylene blue for (A) MYB33 5' fragment analysis and for (B) miR159 analysis

# Supplementary material for: Respective Contributions of URT1 and HESO1 to the Uridylation of 5′ Fragments Produced From RISC-Cleaved mRNAs
**Source:** Front Plant Sci. 2018 Oct 9;9:1438. doi: 10.3389/fpls.2018.01438
**Supplement:** FIGURE S3 related to Figure 6 — Nibbled MYB33 RISC 5′-cleavage fragments accumulate in the absence of HESO1. Positions of 3′ extremities of MYB33 RISC 5′-cleavage fragments mapped in a -10/0 window for four biological replicates in WT and heso1-1. Graphs are shown separately for each of the four replicates.

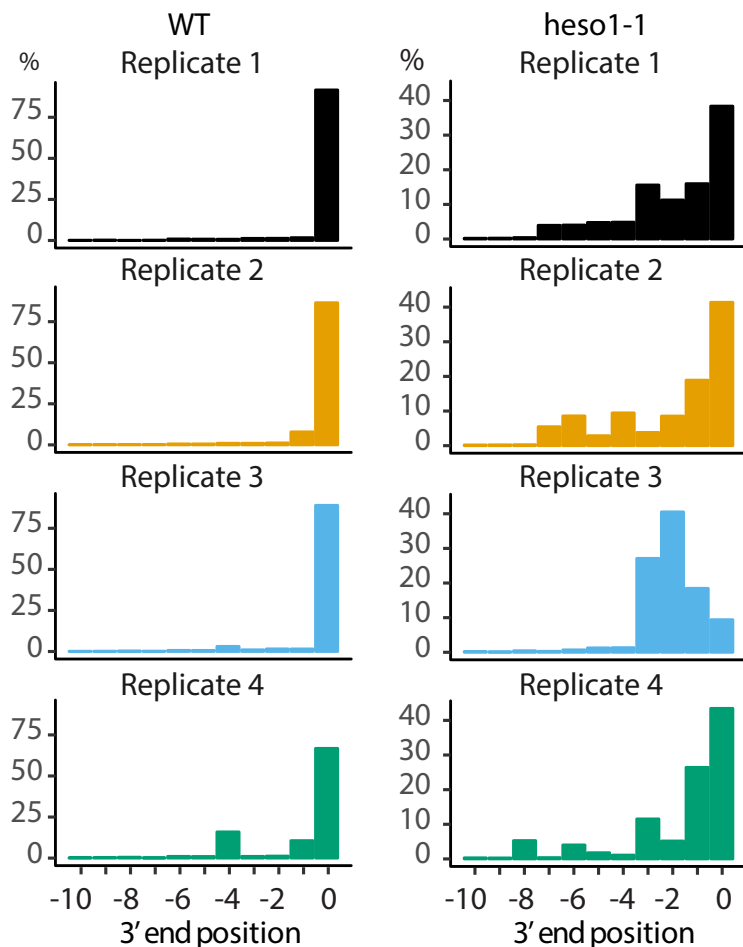

Supplementary Figure 3, related to Figure 6. Nibbled MYB33 5'-cleavage fragments accumulate in the absence of HESO1. Positions of 3' extremities of MYB33 5'-cleavage fragments mapped in a -10/0 window for four biological replicates in WT and heso1-1. Graphs are shown separately for each of the four replicates.

# Supplementary material for: Respective Contributions of URT1 and HESO1 to the Uridylation of 5′ Fragments Produced From RISC-Cleaved mRNAs
**Source:** Front Plant Sci. 2018 Oct 9;9:1438. doi: 10.3389/fpls.2018.01438
**Supplement:** FIGURE S4 related to Figure 6 — Nibbled MYB33 RISC 5′-cleavage fragments accumulate in the absence of HESO1. Positions of 3′ extremities of MYB33 RISC 5′-cleavage fragments mapped in a -10/0 window for two biological replicates for WT, urt1-1, the urt1SIL line, heso1-1, and the three heso1-1 urt1SIL lines. Graphs are shown separately for each of the two replicates.

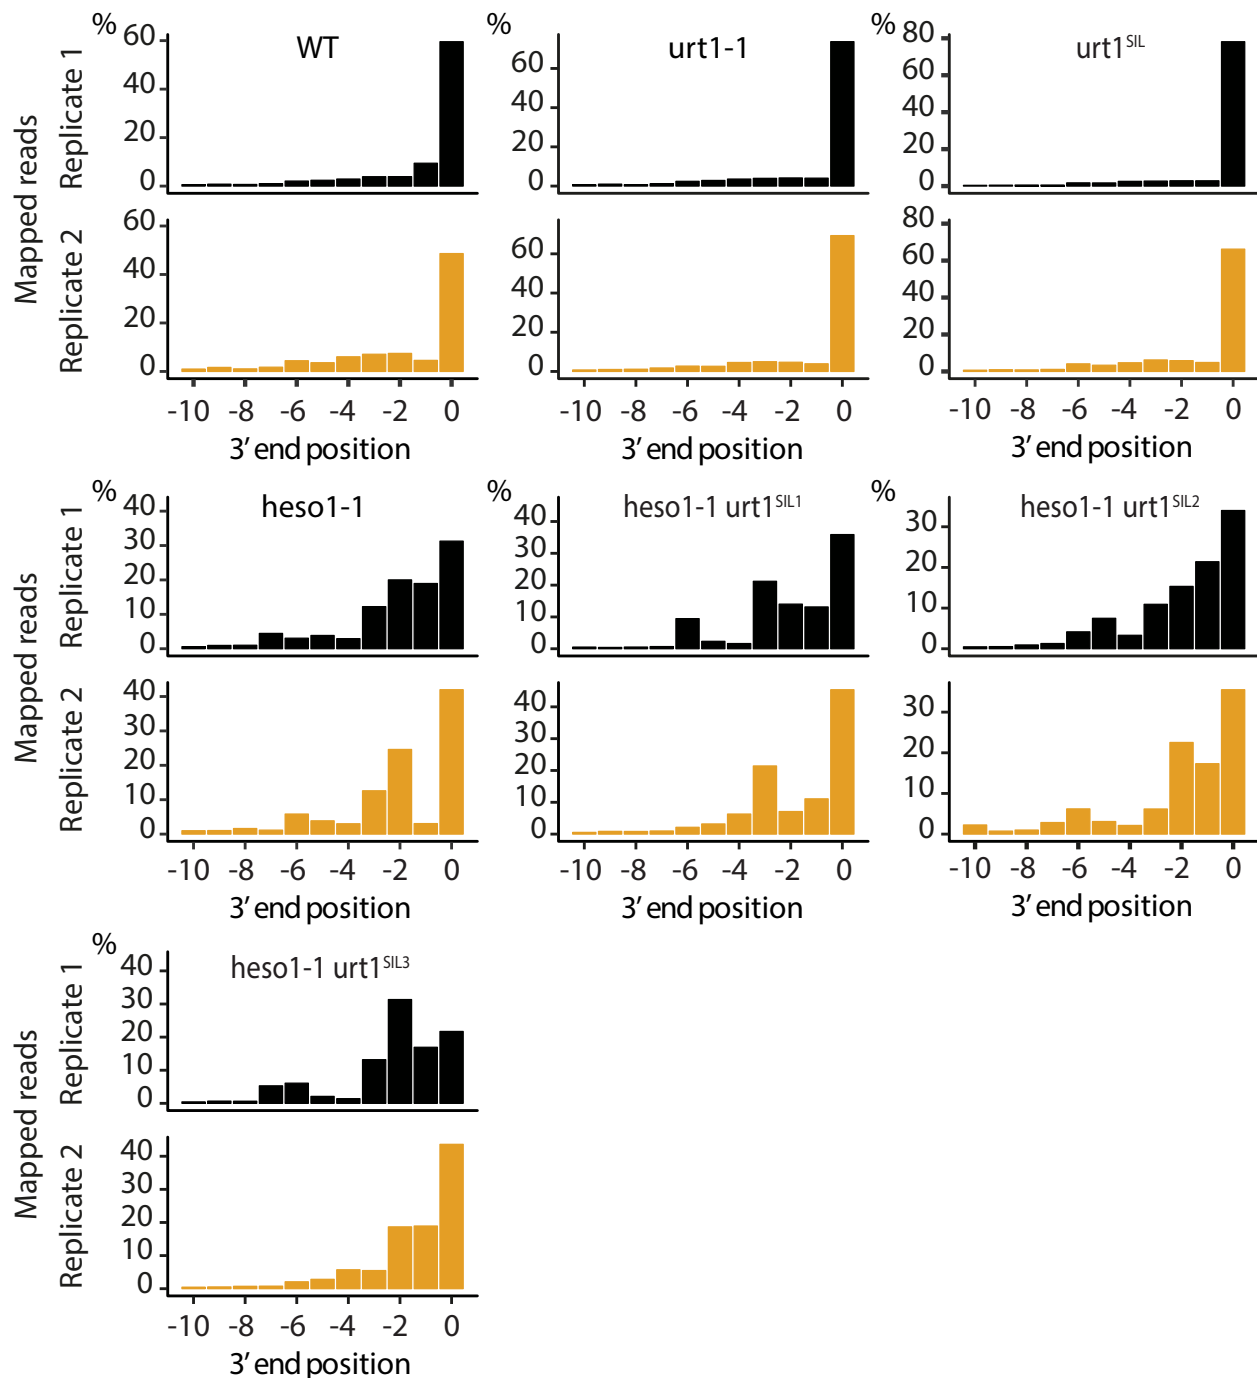

Supplementary Figure 4, related to Figure 6. Nibbled MYB33 5'-cleavage fragments accumulate in the absence of HESO1. Positions of 3' extremities of MYB33 5'-cleavage fragments mapped in a -10/0 window for two biological replicates in WT, urt1-1, urt1^{SIL}, heso1-1 and each of the three heso1-1 urt1^{SIL} lines. Graphs are shown separately for each of the two replicates.

# Supplementary material for: Respective Contributions of URT1 and HESO1 to the Uridylation of 5′ Fragments Produced From RISC-Cleaved mRNAs
**Source:** Front Plant Sci. 2018 Oct 9;9:1438. doi: 10.3389/fpls.2018.01438
**Supplement:** FIGURE S5 related to Figure 8 — Positions of 3′ extremities of SPL13 5′-cleavage fragments mapped in a -10/0 window for four biological replicates in WT and heso1-1. Graphs are shown separately for each of the four replicates.

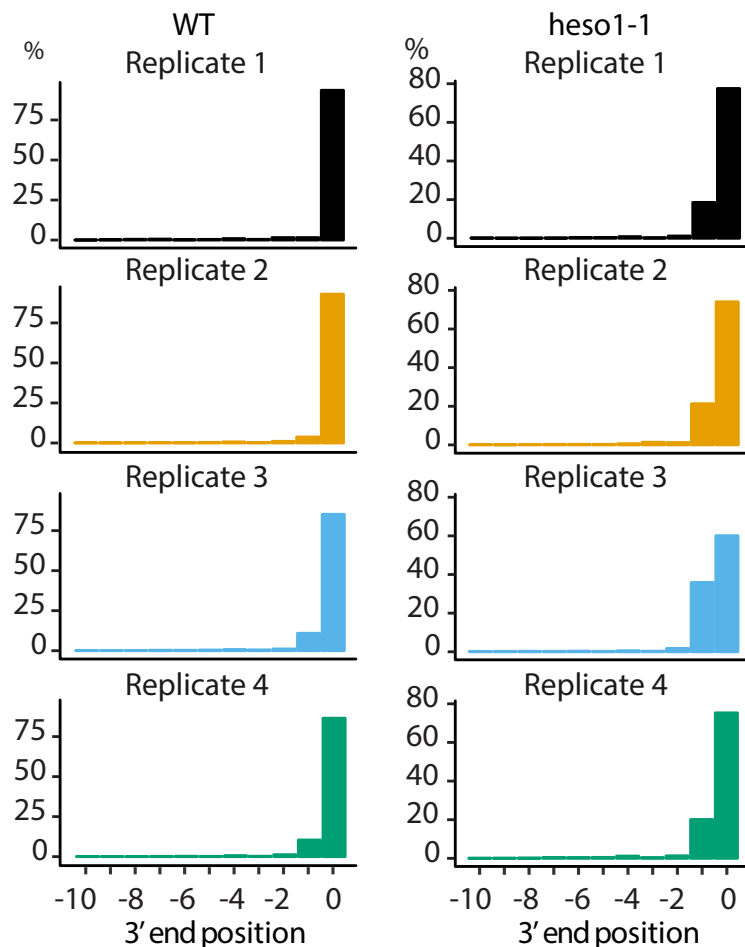

Supplementary Figure 5, related to Figure 8. Positions of 3' extremities of SPL13 5'-cleavage fragments mapped in a -10/0 window for four biological replicates in WT and heso1-1. Graphs are shown separately for each of the four replicates.

# Supplementary material for: Respective Contributions of URT1 and HESO1 to the Uridylation of 5′ Fragments Produced From RISC-Cleaved mRNAs
**Source:** Front Plant Sci. 2018 Oct 9;9:1438. doi: 10.3389/fpls.2018.01438
**Supplement:** FIGURE S6 related to Figure 8 — Nibbled SPL13 RISC 5′-cleavage fragments accumulate in the absence of HESO1 and URT1. Positions of 3′ extremities of SPL13 RISC 5′-cleavage fragments mapped in a -10/0 window for two biological replicates for WT, urt1-1, the urt1SIL line, heso1-1, and the three heso1-1 urt1SIL lines. Graphs are shown separately for each of the two replicates.

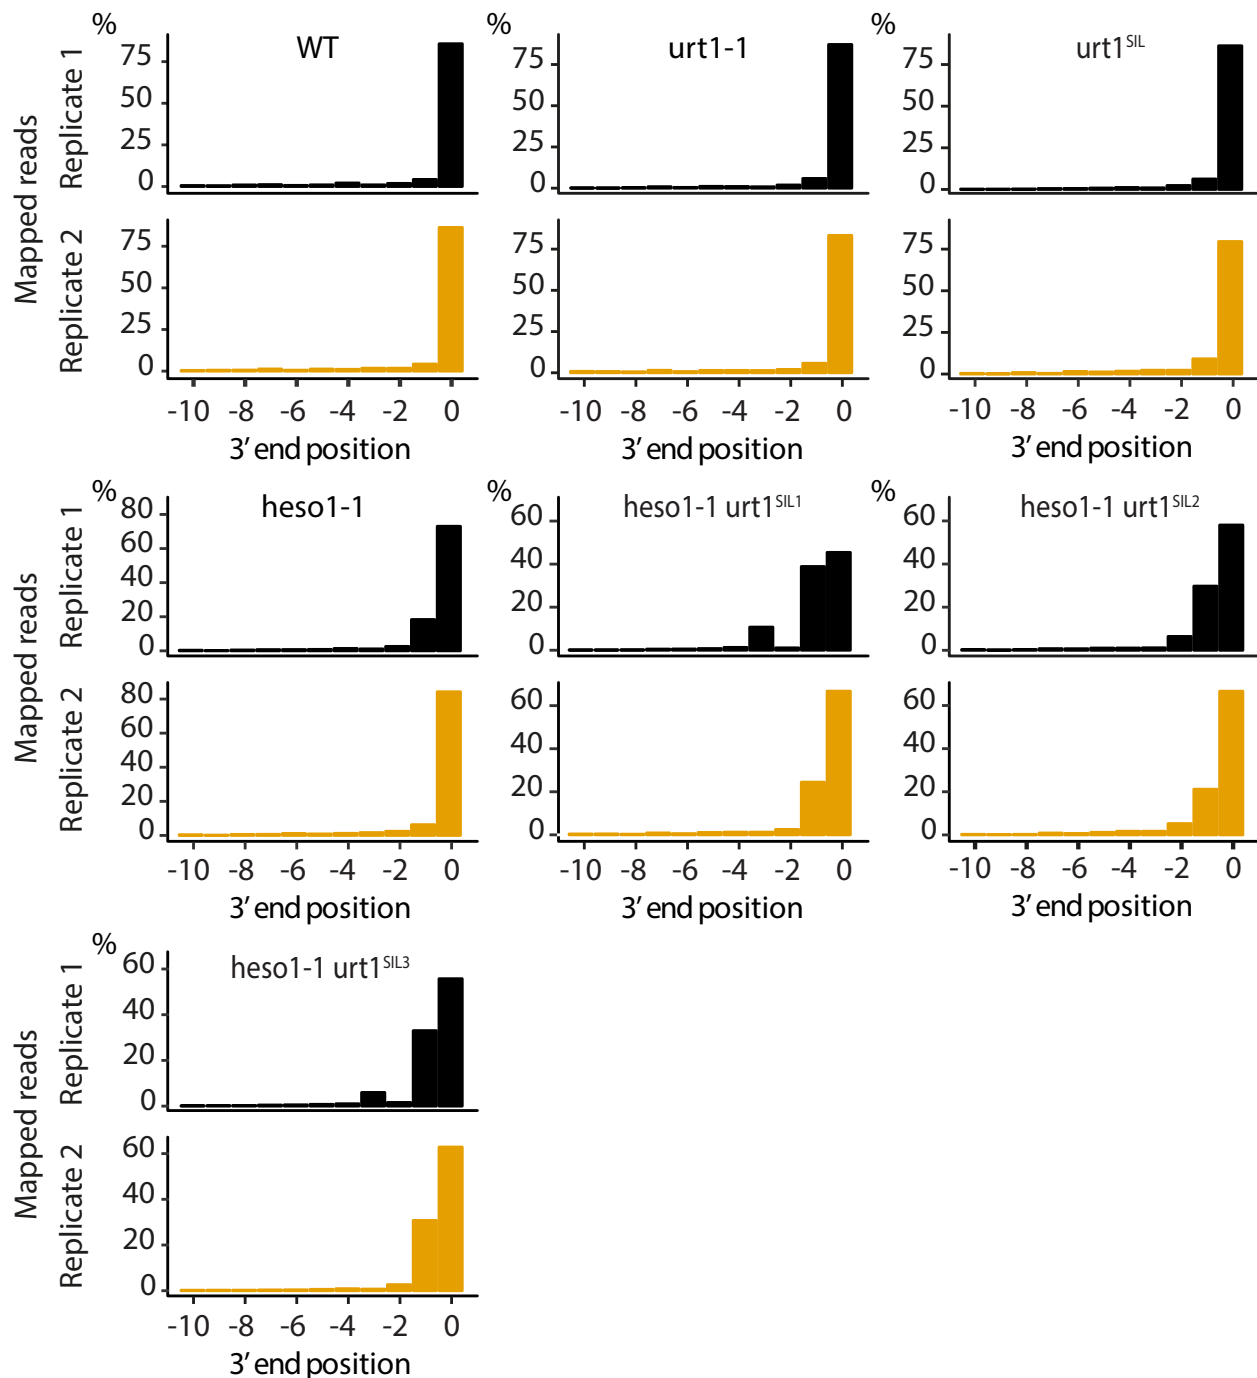

Supplementary Figure 6, related to Figure 8. Nibbled SPL13 5'-cleavage fragments accumulate in the absence of HESO1 and URT1. Positions of 3' extremities of SPL13 5'-cleavage fragments mapped in a -10/0 window for two biological replicates in WT, urt1-1, urt1^{SIL}, heso1-1 and each of the three heso1-1 urt1^{SIL} lines. Graphs are shown separately for each of the two replicates.

How the deposited data were processed for this re-analysis (not part of the article)

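RNA of the aerial parts of 24-day-old Arabidopsis plants (Col-0) was analysed by 3′ RACE-seq for *MYB33* (AT5G06100) and *SPL13* (AT5G50570 and AT5G50670, which the reads do not tell apart) in 22 libraries. Round 1 held 8 libraries, 4 of WT and 4 of *heso1-1*. Round 2 held 14, with 2 each of WT, *urt1-1*, *urt1 SIL* and *heso1-1* and 2 of each of 3 *heso1-1 urt1 SIL* lines. All libraries were assigned to genotype, round and replicate by their deposited descriptions, and 0 were left unassigned.

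The authors made base calls with MiSeq Control Software 2.5 and processed reads with python 2.7, biopython 1.63 and regex 2.4. They removed reads with bases of Q10 or less in the random sequence or in the 20 nt after the delimiter, kept 1 read per random sequence of 15 nt, assigned reads to a target by read 1, and mapped read 2 to the amplicon up to the end of the miRNA binding site after trimming 0 to 30 nt. Read 1 was allowed 1 mismatch according to the Methods and 2 in the script, and the mapped part was 20 nt according to the Methods and 15 nt in the script, where the last 5 nt had to match and 2 mismatches were allowed. Tails longer than 1 nt were kept if at least 50% was the same base. A second deduplication removed random sequences that differed at up to 2 positions. The authors drew their plots with R 3.3.1 and ggplot2 2.2.1. The 44 deposited tables, 1 per library and target, list for each molecule the end position in nt relative to the cleavage site, the tail and its length, the random sequence and a tail class. No normalization was applied, and no genome was needed. The sample descriptions name TAIR10, which is not held here, so no chromosome coordinates are given.

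From these tables, uridylation, tailed share, U-tail length classes (1, 2 and more than 2 nt), position shares and nibbling were computed per library with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. A U-tail has over 50% U and at least 1 nt for *MYB33* and 2 nt for *SPL13*. Position shares refer to ends between -10 and +10, or between -10 and 0 where stated, and nibbling to ends between -10 and -1 among those between -10 and 0. Both targets were reported for every comparison. The positions named are those with over 5% of molecules in a genotype mean or named in the paper, and the tails named are the 5 commonest at position 0 in WT of round 1 and the length classes of the figures, a rule set in advance. Exceptions are marked as chosen later. The computation was tested on simulated data: in 6 simulated libraries of 3000 molecules, nibbling differed from the value put in by at most 0.800 percentage points and uridylation by at most 2.09 points. Ends and tails were put in directly, and tails were of U only and at position 0. The simulation thus tests the counting, and not the mapping or the definition of a U-tail.

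Depth ranged from 3814 to 27599 molecules per library for *MYB33* and from 1444 to 14319 for *SPL13*. Wilson 95% intervals were computed for shares of single libraries. They cover counting error only, take each counted molecule as independent, and are too narrow if 1 molecule was counted several times. The tests use 1 value per library.

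Groups were compared by two-sided exact permutation tests of the difference in means, with all splits counted, and *MYB33* with *SPL13* within libraries by sign flips of the pairs. The Benjamini-Hochberg method was applied over the 10 tests that can give a p under 0.05, a family chosen after seeing the data, and over the 11 positions of each target. Rounds were tested separately, because WT and *heso1-1* replicates 1 and 2 share plant material between them. The comparison of all libraries with HESO1 against all in the *heso1-1* background was set in advance.

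The alternatives were a U-tail with at least 50% U or of U only, the other minimum length, all ends from -10 to 0 as denominator, untailed molecules only, ends from -10 to -2, windows from -10 to 0 and from -30 to 0, all mapped molecules, only molecules whose last 15 encoded nt match the reference, merging of random sequences that differ at up to 4 positions, pooled molecules, lines as replicates, both rounds together, 2 nt counted as long, the replicate number as a block, and leaving out each replicate. Chosen after seeing the data were reading ends again with 1 mismatch allowed, counting untailed shortened molecules over all molecules, and leaving out molecules whose random sequence occurs in another library, which kept 81.6 to 99.0%. The exact match kept 53.7 to 91.7% of the molecules and the merging 58.2 to 85.0%. Raw reads, western and northern blots and the published PARE-seq data were not analysed, since the deposited tables do not hold them.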

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

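Chosen only after the results were seen were the tests of merged against shuffled random sequences, of missing tail lengths, of random sequences shared between libraries, of U-tailed shortened molecules in round 2 and for *SPL13*, and of effects compared between *MYB33* and *SPL13*, as well as the 5% limit for tails that are not U-rich.

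In 6 groups of 4 or 6 libraries, each tested for 5 measures, 7 of the 30 tests found 1 library far from the others by Dixon's test, where chance gives about 1.50 (1 in 20). They lie in 4 groups and are not independent, since nibbling and the share at position 0 largely mirror each other. In *heso1-1* replicate 3 of round 1, *MYB33* nibbling was 90.6% (Wilson 95% interval 89.5 to 91.6%), against 56.5 to 61.6% in the other libraries, and the share of molecules at position 0 was 9.41% (8.44 to 10.5%), against 38.4 to 43.5%. In *heso1-1 urt1 SIL* replicate 2b, 11.3% (10.3 to 12.2%) of *MYB33* molecules at position 0 were tailed, against 1.54 to 3.28%, and 7.92% were A-rich. In *heso1-1* replicate 2 of round 1, *SPL13* uridylation was 5.85% (5.39 to 6.36%), against 0.473 to 0.603%, and long U-tails were 9.93% (8.95 to 11.0%) of the U-tails of at least 1 nt, against 1.49 to 2.19%. In *heso1-1 urt1 SIL* replicate 3b, 6.08% (5.28 to 7.00%) of *SPL13* molecules at position 0 were tailed, against 30.6 to 35.8%, and long U-tails were 41.7% (34.4 to 49.4%) of the U-tails, against 3.02 to 6.81%. The *SPL13* molecule number of *heso1-1* replicate 2 of round 1 also differs from the paper's table. No cause was tested for these libraries.

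The effect of losing HESO1 (in round 2 that of the *heso1-1* background, with *heso1-1 urt1 SIL* included) was compared between *MYB33* and *SPL13*. Genotypes were permuted over the *SPL13* minus *MYB33* differences of the libraries. For uridylation, the *SPL13* effect minus the *MYB33* effect was 41.5 percentage points in round 1 (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0952) and 29.1 points over the libraries of round 2 (p = 0.00599, adjusted p = 0.0599). For nibbling it was -33.2 points in round 1 (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0952) and -13.1 points in round 2 (p = 0.0406, adjusted p = 0.102). All 4 had an unadjusted p under 0.05, and after adjustment over a family of 10 tests 0 did. This family also held comparisons of an effect between round 1 and round 2 within a target. It further held the *heso1-1* against *heso1-1 urt1 SIL* effects compared between targets, which cannot give a p under 0.0714. The main family left out tests that could not pass 0.05. Adjustment by that rule was not computed here, so the 0 holds for this family only. The differences between *SPL13* and *MYB33* are in percentage points, and *SPL13*, at 23.3% uridylation in WT of round 1, could not fall as far as *MYB33*, at 79.7%. As a ratio, uridylation fell 12.5-fold for *SPL13* and 4.77-fold for *MYB33* in round 1 (43.6-fold and 7.40-fold without *heso1-1* replicate 2), and 9.91-fold and 10.7-fold in round 2, which was not tested. U-tails were counted from 1 nt for *MYB33* and from 2 nt for *SPL13*.

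The paper reports on U-tails, while 13.7% (Wilson 95% interval 12.8 to 14.6%) of the *MYB33* molecules at position 0 carried a C-rich tail in *urt1-1* replicate 1, against at most 0.697% in a WT library. A single C made up 805 of these 814 tails. The other *urt1-1* library had 0.543%.

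Each library held a few tail sequences in large shares, which differed between libraries: merging random sequences that differ at up to 4 of 15 positions removed 24.8% of the molecules of the median library, against 10.3% after the random sequences had been shuffled, a difference of 14.0 percentage points (6.30 to 23.6 over 44 pairs of library and target). It was above the bound of 5 points set for absence in each pair and below that for a cause in the median, so that errors in the random sequence may have counted some molecules several times, and their part in the pattern stays open. After merging, the 4 commonest tails kept 97.9% of their share (median, 78.2 to 100.2%), so merging at up to 4 positions did not remove the pattern. As it took out a minority of the molecules, that share could not fall far in most libraries. The test therefore does not decide whether such errors are the whole of the pattern. Between rounds, tails of the same plant material overlapped by 11.0 points more than those of different material (8 and 24 pairs), but the groups did not go alike (77.3% ± 1.48 against 40.8% ± 15.9 for *MYB33* in *heso1-1*, 31.9% ± 14.4 against 31.3% ± 13.9 for *MYB33* in WT, 33.2% ± 38.3 against 24.3% ± 18.4 for *SPL13* in WT, and 81.1% ± 3.89 against 83.2% ± 4.15 for *SPL13* in *heso1-1*), so real differences between plants stay open. In 7 of the 10 *MYB33* libraries with HESO1, 1 length of U-only tail was rarer than 10% of both neighbouring lengths, at 3 different lengths, which is consistent with few starting molecules per library that were each counted under many random sequences.

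U-tailed molecules remained in the *heso1-1 urt1 SIL* libraries. Of those ending at position 0, 186 of 801 for *MYB33* and 120 of 287 for *SPL13* had a random sequence that also occurred in another library of the round, and such sequences were 10.6 times as frequent (median) among U-tailed as among untailed molecules, which is consistent with some molecules coming from other libraries. Chance identity of random sequences is argued against, as 0 of these molecules had their random sequence in the other target of another library, against 306 in the same target. Without the shared molecules, *MYB33* uridylation of this genotype was 1.69% ± 0.498 (SD, n = 6) and kept 76.7% of its value. *SPL13* uridylation fell from 1.88% ± 0.758 to 0.940% ± 0.509 and kept 50.0% (26.0 to 66.4% in single libraries), which lay between the bounds set. The molecules found to be shared are thus not the whole of it for either target, which their counts already fix. Molecules from other libraries whose random sequence was not found there would stay in. Other libraries as the whole source are therefore not excluded for either target. What remains was not assigned to a source, and activity left in the silenced lines stays open and untested.

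Many shortened molecules carried tails in libraries with HESO1, and *MYB33* nibbling of WT replicates 1 and 2 was on average 27.6 percentage points higher in round 2 than in round 1 for the same plant material. Reading ends again with 1 mismatch allowed kept 82.6% of this difference (87.4 and 78.9% in replicates 1 and 2), and shortened untailed molecules accounted for 25.1% of it (45.3 and 9.70%), so that single mismatches and more untailed molecules stay open as a part of it, with 2 replicates that fall on different sides of the bounds set. Of the *MYB33* molecules ending at -10 to -2, 33.9% ± 18.9 (SD, n = 4) were U-tailed in WT of round 1. In *heso1-1* the share was 16.3% ± 6.97 (two-sided exact permutation test, p = 0.171). In round 2 it was 33.3% ± 4.60 in the 6 libraries with HESO1. In the 8 without HESO1 it was 6.76% ± 3.5 (two-sided exact permutation test, p = 6.66e-04). For *SPL13* the shares were 31.6% ± 10.6 and 12.1% ± 3.59 in round 1 (two-sided exact permutation test, p = 0.0286). In round 2 they were 34.5% ± 4.38 and 13.1% ± 4.54 (two-sided exact permutation test, p = 6.66e-04). Uridylation of shortened fragments by HESO1 would give such lower shares. URT1 is also silenced in 6 of the 8 round 2 libraries, so round 2 does not separate HESO1 loss from that of both TUTases. Only the round 1 comparisons concern HESO1 loss alone, and the *MYB33* one did not pass the test. End plus tail of the tailed shortened *MYB33* molecules overlapped with the tail lengths at position 0 of their own library by 47.2% ± 13.1 and with those of other libraries by 30.8% ± 10.4, 16.4 points more and in 10 of 10 libraries, so that several read errors in molecules ending at position 0 may contribute. Such errors would also give more tailed shortened molecules where tails are frequent, so both explanations stay open, and the read error test was set up after single molecules of this kind had been looked at.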

How the results depend on the processing

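Alternatives were set before the data were examined, except 3 kinds (ends read again with 1 mismatch, untailed shortened molecules over all molecules, and leaving out random sequences shared between libraries), which were chosen after seeing the data.

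For 31 results, 27 of them with a test and 9 past 0.05, 476 alternative values were computed, 210 of them without 1 replicate. For the 9 results past 0.05, 60 of the alternatives set before kept direction and side of the threshold, and 10 kept the direction and lost the threshold. For tested results not past it, 125 kept both and 10 changed sign. Only 10 of the 27 tests could give a p under 0.05, so most of these 125 could not have changed side. Without a test, 7 stayed within 1 SD and 2 moved by more. Pooled molecules have no p and were judged by direction and the SD. Of those chosen after seeing the data, 19 kept both for results past 0.05. For the others 32 kept both and 1 changed sign. *MYB33* uridylation between libraries with and without HESO1 in round 2 ranged from -56.5 to -38.2 percentage points over the alternatives, and *MYB33* nibbling from 23.9 to 42.2, all past the threshold, whereas *SPL13* nibbling did not hold throughout.

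With the replicate number as a block, the round 1 differences kept their values, -63.0 and -21.5 percentage points for uridylation and 51.0 and 17.8 for nibbling of *MYB33* and *SPL13*, and could not pass (exact permutation test, p = 0.13, the smallest for 4 pairs). No pairing by replicate number was seen in correlations over 16 measures. In these, 0 WT libraries were closest to the *heso1-1* library of their own number, and 1 of 4 pairs had a correlation over 0.1. With 4 libraries per genotype this cannot show that pairing is absent, so the blocked test remains a valid alternative.

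*SPL13* uridylation in round 1 differed by -14.0 points with tails made of U only and by -5.31 with tails of 1 U counted. *MYB33* nibbling in round 1 differed by 13.9 points among untailed molecules only, where WT has few. Without ends at -1, *SPL13* nibbling differed by 0.483 points in round 1 and by 1.20 between libraries with and without HESO1 in round 2. The nibbling of *MYB33* and *SPL13* in *heso1-1 urt1 SIL* differed by -15.7 points among untailed molecules. The share of WT molecules at position 0 was 69.3% over all mapped molecules, and the tailed share was 81.8% over all ends from -10 to 0. Other causes were not tested.

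Signs changed only for comparisons that were not past the threshold. With all molecules from -10 to 0 as denominator, *urt1-1* differed from WT by 3.00 points in *MYB33* uridylation. For *SPL13* uridylation, *urt1-1* differed by -9.45 with tails made of U only, and with tails of 1 U counted the differences were -2.25 (*urt1-1*), -11.8 (*urt1 SIL*) and 0.151 (*heso1-1 urt1 SIL* from *heso1-1*). Without ends at -1, nibbling differed by -4.71 for *MYB33* between *heso1-1* and *heso1-1 urt1 SIL*, and for *SPL13* by -0.740 (*heso1-1*), -0.791 (*urt1-1*) and -0.363 (*urt1 SIL*) from WT. *SPL13* nibbling of *urt1-1* differed by -0.181 after stricter deduplication and by -0.444 for untailed shortened molecules over all molecules. The cause was not tested.

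Leaving out 1 replicate ended the calls of round 1 by construction, as the exact permutation test of 3 libraries against 4 cannot give a p under 0.0571, with ranges of -69.0 to -60.2 and -26.0 to -15.9 points for uridylation and of 43.1 to 56.6 and 13.9 to 19.7 for nibbling (*MYB33*, then *SPL13*). Nibbling of *MYB33* and *SPL13* in *heso1-1 urt1 SIL* differed by -25.9 to -21.0 (5 pairs, smallest p 0.0625). The comparisons of libraries with and without HESO1 stayed past the threshold (p from 0.00117 to 0.00466). Signs changed for *urt1-1* in *MYB33* uridylation (-15.0 to 1.04, positive without WT replicate 2 or *urt1-1* replicate 1), *SPL13* uridylation (-0.460 to 11.9, negative without *urt1-1* replicate 2) and *SPL13* nibbling (-1.13 to 2.7, negative without *urt1-1* replicate 2), for *urt1 SIL* in *SPL13* nibbling (-0.249 to 6.44, negative without *urt1 SIL* replicate 2), and for *heso1-1* against *heso1-1 urt1 SIL* in *MYB33* nibbling (-4.59 to 6.01, negative without *heso1-1* replicate 2 or *heso1-1 urt1 SIL* replicate 3a).

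Depth limits *heso1-1* replicate 3 of round 1, with 296 *MYB33* molecules at position 0, the fewest of all libraries, and *urt1 SIL* replicate 2, with 861 *SPL13* molecules there.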

Differences from the paper's values

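Differences were judged on the values the paper states, and the alternatives named here were set before the data were examined. No stated value differed from the one computed here by more than the replicate SD and by more than 1.5 times.

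The highest share of *MYB33* molecules at position 0 in a WT library was 91.6%, and the paper's value is 85%. Counted over all mapped molecules it was 85.1%. The highest tailed share was 98.2%, and the paper's is 98%. The highest *SPL13* uridylation was 40.0%, and the paper's limit is 40%. Only without WT replicate 3, which is that library, would this value differ (26.1%). The totals of 29689 and 34096 *MYB33* molecules in WT and *heso1-1* equal the paper's.

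The numbers of molecules in the paper's Table S2 equal those in the deposited data for 22 of 22 *MYB33* libraries and for 19 of 22 *SPL13* libraries. For *SPL13* in *heso1-1* replicate 2 of round 1, the paper's number is 18198 and the deposited data hold 13258. For replicate 2 of *urt1 SIL* in round 2 the paper's number is 2000 against 1444 here, and for replicate 2 of *heso1-1* it is 1444 against 2000 here.

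The paper states that *MYB33* U-tails in *heso1-1* were mainly short, with fewer than 2 U. A single U made up most of the U-tails in 1 of the 4 libraries of round 1 and 36.6% on average there, and tails of 1 or 2 U made up most of them in 3 of 4 libraries and 67.8% on average.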

Other observations

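The tests of other splits of the 8 libraries were chosen after the number of positions was seen.

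In *heso1-1 urt1 SIL*, shortened *SPL13* fragments ended mostly 1 nt before the cleavage site, and shortened *MYB33* fragments were spread over several positions. Of the shortened *SPL13* molecules, 72.8% ± 6.25 (SD, n = 6) ended at -1 in this genotype, 84.0% ± 3.96 (n = 4) in *heso1-1* and 57.0% ± 24.4 (n = 4) in WT of round 1, and in round 2 it was 54.2% ± 19.8 in *heso1-1*, 30.5% ± 0.863 in WT, 40.3% ± 7.94 in *urt1-1* and 45.3% ± 0.716 in *urt1 SIL* (n = 2 each). Also in *heso1-1 urt1 SIL*, 29.7% ± 6.26 (SD, n = 6) of the *SPL13* molecules ending between -10 and 0 ended at -1, 3.26% ± 2.11 at -2 and 3.60% ± 4.00 at -3. For *MYB33* these shares were 16.5% ± 3.78, 18.2% ± 8.27 and 13.1% ± 7.02. *SPL13* ends with C at 0, whereas *MYB33* ends with U, so only for *MYB33* would 1 added U at -1 restore the encoded end. *SPL13* has U at -1, so a *SPL13* fragment ending at -2 with 1 added U reads as an untailed end at -1. The shares were not compared by a test.

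Some WT libraries held tails with a nucleotide other than U in large shares. They were noticed in the data and are not among the tails chosen beforehand. Among *MYB33* molecules at position 0, UA made up 12.7% in replicate 2 and 10.7% in replicate 3 of round 1, UUUUA 15.2% in replicate 4, and a single A 13.6% in replicate 1.

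In the authors' tail classes, U-rich tails were found at position 0 of *MYB33* on 17.5% ± 12.2 of the molecules in *heso1-1* of round 1, and in round 2 on 70.2% ± 11.3 in WT, 63.6% ± 10.6 in *urt1-1*, 41.1% ± 26.9 in *urt1 SIL*, 15.5% ± 3.46 in *heso1-1* and 2.31% ± 0.63 in *heso1-1 urt1 SIL*. For *SPL13*, where this class also counts the single U, the values were 27.5% ± 7.58 in *heso1-1* of round 1, and 56.4% ± 0.805, 58.4% ± 30.2, 47.5% ± 19.6, 26.9% ± 4.31 and 27.4% ± 10.8 in the same order in round 2. Among A-rich, C-rich and G-rich tails, the highest mean was 7.11% ± 9.29 (C-rich, *MYB33*, *urt1-1*), followed by 3.60% ± 6.70 (A-rich, *MYB33*, WT of round 1).

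Molecules that ended beyond position 0 were more frequent in some libraries with HESO1. For *MYB33* they made up 12.7% of the window in WT of round 2, where position +2 held 8.83% ± 4.49, and 0.841% in WT of round 1. For *SPL13* they made up 6.12% in *urt1 SIL*, where position +4 held 5.51% ± 6.99 (0.568 and 10.5% in the 2 libraries), and 0.272% in *heso1-1 urt1 SIL*. By the encoded sequences, a *MYB33* end at +2 cannot be told from an end at 0 with UC added. Likewise, a *SPL13* end at +4 cannot be told from an end at 0 with UCUU added. The origin of these ends was not examined.

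After adjustment, 0 positions between -10 and 0 differed between WT and *heso1-1* in round 1 for either target by the exact permutation test. With an unadjusted p under 0.05 there were 6 for *MYB33* and 3 for *SPL13*, and 1 of the 35 splits of the 8 libraries into 4 and 4, the real one, gave as many for either target. The highest number in another split was 2 for *MYB33* and 2 for *SPL13*. Each position passed in at most 1 split, so with 6 of the 11 taken by the real split, no other split could hold more than 5 for *MYB33*, and its comparison with other splits excludes nothing. For *SPL13* another split could have held up to 8, and the real split gave the smallest share that 35 splits allow. Its 3 positions are close to the 2 of another split, and the test was chosen after they were seen. Chance is therefore not excluded for *SPL13* either. Shares in a window sum to 100%, so position 0, and for *SPL13* also -1, largely restates the difference in nibbling.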
